# Bovine Mammary Gene Expression Profiling during the Onset of Lactation

**DOI:** 10.1371/journal.pone.0070393

**Published:** 2013-08-21

**Authors:** Yuanyuan Gao, Xueyan Lin, Kerong Shi, Zhengui Yan, Zhonghua Wang

## Abstract

**Background:**

Lactogenesis includes two stages. Stage I begins a few weeks before parturition. Stage II is initiated around the time of parturition and extends for several days afterwards.

**Methodology/Principal Findings:**

To better understand the molecular events underlying these changes, genome-wide gene expression profiling was conducted using digital gene expression (DGE) on bovine mammary tissue at three time points (on approximately day 35 before parturition (−35 d), day 7 before parturition (−7 d) and day 3 after parturition (+3 d)). Approximately 6.2 million (M), 5.8 million (M) and 6.1 million (M) 21-nt cDNA tags were sequenced in the three cDNA libraries (−35 d, −7 d and +3 d), respectively. After aligning to the reference sequences, the three cDNA libraries included 8,662, 8,363 and 8,359 genes, respectively. With a fold change cutoff criteria of ≥2 or ≤−2 and a false discovery rate (FDR) of ≤0.001, a total of 812 genes were significantly differentially expressed at −7 d compared with −35 d (stage I). Gene ontology analysis showed that those significantly differentially expressed genes were mainly associated with cell cycle, lipid metabolism, immune response and biological adhesion. A total of 1,189 genes were significantly differentially expressed at +3 d compared with −7 d (stage II), and these genes were mainly associated with the immune response and cell cycle. Moreover, there were 1,672 genes significantly differentially expressed at +3 d compared with −35 d. Gene ontology analysis showed that the main differentially expressed genes were those associated with metabolic processes.

**Conclusions:**

The results suggest that the mammary gland begins to lactate not only by a gain of function but also by a broad suppression of function to effectively push most of the cell's resources towards lactation.

## Introduction

Lactating cows are generally dried off simply by stopping the milking process approximately two months before the next parturition. The mammary gland then undergoes an involution process, which is marked by the cessation of secretory activity and the reabsorption of milk residue, followed by a relatively static period. The dry period has been proven important for dairy cows. Omitting or shortening the dry period imposes negative effects on mammary health and milk yield in the next lactation [1]–[3]. The mammary gland does not resume its activity until approximately 2 to 3 weeks before the next parturition, when dramatic changes occur to prepare for profuse milk secretion after parturition. Lactogenesis is defined as the process from the resumption of mammary activity until profuse milk secretion and is divided into two stages [4]. Stage I is the period from the resumption of mammary activity to the time of parturition and is characterized by mammary differentiation, proliferation, and progressive expression of milk protein, as well as the secretion of pre-colostrum. Stage II is initiated around the time of parturition and extends for several days afterwards. This stage is characterized by the closure of the tight junctions between alveolar cells and the formation and secretion of colostrum and milk. The mammary gland is the only organ that experiences regular proliferation and involution cycles after maturity, which makes it an ideal model for the study of organ development. Knowledge of the molecular events driving lactogenesis in dairy cows has contributed not only to the understanding of organ development but also to the development of new technologies in the management and breeding of dairy cattle. To date, knowledge about this aspect of the mammary gland has mainly come from studies using mammary cell lines and genetically modified mice [5]–[7]. Some proteins involved in lactogenesis and their related signaling or metabolic pathways have been identified [8], [9]. It has been suggested that there is no sudden transcriptional switch around the time of parturition. Preparation of the gland for lactation includes modifications to the transcriptional program, but the onset of lactation appears to be primarily controlled by post-transcriptional mechanisms [10]. Lemay et al [11] analyzed the microarray data sets of mammary gland RNA samples collected from FVB mice at 10 time points during mammary development, and the results indicated SAM68 (an RNA-binding transduction protein and a putative regulator of mRNA splicing, transduction and nuclear export) to be an important post-transcriptional regulator of both milk secretion and mammary cell survival during lactation. Finucane et al [12] studied the molecular events in stage II of lactogenesis using Affymetrix GeneChip Bovine Genome Array, and found that genes associated with cell cycle and proliferation were downregulated. It was consistent with the result of Sorensen et al [13], which indicated that the mammary glands of cows proliferated mainly in late pregnancy and almost ceased proliferating after parturition. However, in dairy goats, mammary growth continued into early lactation, peaking at day 5 of lactation [14]. In addition, Suchyta et al [15] compared the microarray generated transcript profiles of liver, spleen, thymus, adrenal, ileum, and lymph tissues collected from a 3 month old Holstein steer and of mammary tissues collected from pre-pubertal and post-pubertal Holstein heifers, and identified a putative set of 16 genes being preferentially expressed in the developing mammary gland. In stage II of lactogenesis, the mammary gland undergoes a set of developmental processes that lead to the secretion of colostrum, and then milk. The major compositions of milk are lactose, protein and fat. Bionaz and Loor [9], [16] evaluated the expression of 44 genes involved in bovine mammary milk protein synthesis and 45 genes involved in milk fat synthesis via quantitative PCR. The results of those studies supported a pivotal role for the concerted action of PPARG, PPARGC1A, and INSIG1 in the regulation of milk fat synthesis and a central role of amino acid and glucose transporters and insulin signaling through mTOR in the regulation of protein synthesis in the bovine mammary gland.

Currently, little is known concerning the molecular events underlying lactogenesis. Comparisons of the transcriptomes of pre- and post-parturition mammary glands of dairy cows by Kiera et al [12], provided only some insights into the molecular events of stage II. To gain information on what occurs during stage I, the transcriptomes of the relatively static mammary gland and that of stage I should be compared. Therefore, mammary gland samples from Holstein cows at approximately −35 d, −7 d and +3 d relative to parturition were collected for the present study. Deep sequencing of the transcriptomes in these samples was performed using the newly developed digital gene expression (DGE) method, which was thought to be more reliable, repeatable, and precise compared to previous microarray technology [17].

## Materials and Methods

### Ethics Statement

Our study had been approved by the Institutional Animal Care and Use Committee of Shandong Agricultural University and performed in accordance with the “Guidelines for Experimental Animals” of the Ministry of Science and Technology (Beijing, China).

### Mammary tissue collection

Mammary gland samples were collected from 18 Holstein cows reared in dairy farm No. 1 of the Jiabao dairy company, Jinan, China. They were all in the second parity with the same age. There were 6 cows in each group. Mammary gland tissue samples were collected from cows at three different time-points wherein distinct differences exist in the internal status of the gland: one, 35±2 days before parturition (−35 d) which is a totally dry period, two, 7±2 days before parturition (−7 d) characterized by accelerated cell proliferation and pre-colostrum secretion (stage I of lactogenesis) and three, 3 days after parturition (+3 d) characterized by colostrum production (stage II of lactogenesis). Mammary biopsy was performed using Bard Magnum biopsy system (Bard Peripheral Vascular, Inc., Tempe, AZ, US). The collected samples were immediately frozen and stored in liquid nitrogen until further analysis.

### RNA isolation

To reduce the number of mammary samples needed for DGE analysis, samples from cows in the same group were pooled together for RNA isolation. Total RNA was extracted with Trizol reagent (Invitrogen, Carlsbad, CA, USA) in accordance with the manufacturer's instructions. The quantity and quality of the extracted RNA was determined using a spectrophotometer (Biophotometer Plus, Eppendorf, Germany), with RNA quality being evaluated by the absorbance ratio at 260 nm/280 nm.

### High-throughput sequencing

High-throughput sequencing of mRNA was performed on an Illumina HiSeq 2000 platform. All sample preparation and sequencing procedures were executed according to the manufacturer's instructions (Illumina, Inc., San Diego, CA, USA). Briefly, mRNA from 6 µg of total RNA extracted from samples at each time point was purified by adsorbing to Oligo (dT) magnetic beads, and then use Oligo (dT) as primer to synthesize the first and second-strand cDNA. The bead-bound cDNA was digested with restriction enzyme NlaIII, which recognized and cut off the CATG sites. The fragments apart from the 3′ cDNA fragments connected to Oligo (dT) beads were washed away and the Illumina adaptor 1 was ligated to the sticky 5′ end of the digested bead-bound cDNA fragments. The junction of Illumina adaptor 1 and CATG site was the recognition site of Mmel, which was a type of Endonuclease with separated recognition sites and digestion sites. It cut at 17 bp downstream of the CATG site, producing tags with adaptor 1. After removing 3′ fragments with magnetic beads precipitation, Illumina adaptor 2 was ligated to the 3′ ends of tags, acquiring tags with different adaptors of both ends to form a tag library. After 15 cycles of linear PCR amplification, 105 bp fragments are purified by 6% TBE PAGE Gel electrophoresis. After denaturation, the single-stranded cDNA was anchored on Illumina flowcells of the Illumina HiSeq 2000 system and sequenced. Raw data (tag sequences) were deposited in NCBI's Gene Expression Omnibus (GEO) database under submission number GSE44796.

### Tag mapping

For the raw data, we filtered adaptor sequences, low quality tags (tags with unknown nucleotides N), empty reads and tags that were too short or too long, and tags with only one copy to get clean tags.

A virtual library containing all the possible CATG+17 bases length sequences of the bovine gene sequences were constructed by BGI-shenzhen [17]–[19], using Bos taurus UMD 3.1 [20]. All clean tags were mapped to the reference sequences, and only upto 1-bp mismatch was considered. Clean tags that mapped to reference sequences from multiple genes were filtered out. The remaining clean tags were designated as unambiguous clean tags. The number of unambiguous clean tags for each gene was calculated and then normalized to TPM (number of transcripts per million clean tags).

### Screening of differentially expressed genes

A rigorous algorithm has been developed to identify genes expressed differentially between samples. Because every gene's expression occupies only a small part of the library, p(x) was within the Poisson distribution. The probability of a given gene being expressed equally between two samples can be calculated with the following equation [21]:
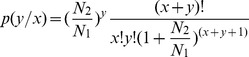
where the total number of clean tags in sample 1 is N_1_, the total number of clean tags in sample 2 is N_2_, and there are x tags in sample 1 and y tags in sample 2 for gene A. False Discovery Rate (FDR) analysis was applied to determine the threshold P value in multiple tests and analyses [22]. The significance of the difference in gene expression was judged using a threshold of FDR≤0.001 and fold-change value ≥2 (|log2 Ratio|≥1).

### Sequencing data analysis

The selected genes with significant modification in their expression were subjected to further analysis, which were GO enrichment analysis, pathway enrichment analysis and functional annotation clustering.

GO enrichment analysis of functional significance applies hypergeometric test to map all differentially expressed genes (DEGs) to terms in Gene Ontology (GO) database (Version 1.1.1631) [23], looking for significantly enriched GO terms in DEGs comparing to the genome background. The calculating formula is [24]:
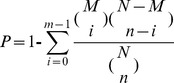
where N is the number of all genes with GO annotation; n is the number of DEGs in N; M is the number of all genes that are annotated to the certain GO terms; m is the number of DEGs in M. After Bonferroni correction, GO terms with corrected-p value ≤0.05 were significantly enriched in differentially expressed genes.

Pathway enrichment analysis based on Kyoto Encyclopedia of Genes and Genomes (KEGG) database (Version 58) can identify significantly enriched biological pathways in DEGs compared with the whole genome background [25]. Enriched pathways were calculated using the same formula as that in GO analysis. Here N is the number of all genes with KEGG annotation, n is the number of DEGs in N, M is the number of all genes annotated in specific pathways, and m is the number of DEGs in M. Pathways with a Q value ≤0.05 were significantly enriched in differentially expressed genes.

The differentially expressed genes detected in stage I and stage II of lactogenesis were further analyzed using DAVID functional annotation clustering tool [26]. This tool can provide a look at the internal relationships of the clustered terms.

### Quantitative real-time PCR (qRT-PCR)

QRT-PCR analysis was used to verify the DGE results. The RNA samples used for the qRT-PCR assay were both the same as for the DGE experiments and independent RNA extractions from biological replicates. 13 candidate genes were selected and detected using qRT-PCR, including caseinβ, CIDEA, GLYCAM, BGN, ELL3, PAH, GP2, LOC525947, SLC14A1, SST, PNMT, caseinα-S2 and integrinβ. qRT-PCR was performed according to the TaKaRa manufacturer specifications (TaKaRa SYBR® PrimeScript™ RT-PCR Kit, Dalian, China). SYBR Green PCR cycling was denatured using a program of 95°C for 10 s, and 40 cycles of 95°C for 5 s and 60°C for 40 s, and performed on an ABI 7500 instrument (Applied Biosystems, Foster City, CA, USA). Data were reported as values normalized to the housekeeping gene β-actin, and they were subjected to one-way ANOVA analysis using Statistical Analysis Systems statistical software package (Version 8e, SAS Institute, Cary, NC, USA). Means were considered significantly different at p<0.05.

## Results

### Analysis of the three cDNA libraries

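Mammary tissue came from 18 Holstein cows, 6 at each of 3 time points: day −35, day −7 and day 3 relative to parturition. The tissue of the 6 cows of a time point was pooled before RNA isolation, and 1 library was made from each pool. DGE counts short tags in place of whole transcripts. The enzyme NlaIII cleaves cDNA at the site CATG, and this site with the 17 bases after it makes a tag of 21 bases. The authors removed adaptor sequences, tags with unknown bases or of the wrong length, and tags with only 1 copy, which left the clean tags. They matched the clean tags to the bovine transcripts with at most 1 mismatch, left out tags that matched several genes, and deposited the number of unambiguous clean tags on each gene. The deposited TPM values are these counts scaled to the total of clean tags in the library, and dividing the counts by that total gave the same values to within 0.0050 TPM. Pairs of libraries were compared gene by gene with the Audic-Claverie test of the paper's methods, an exact test with p from both tails, which asks whether the tag counts of a gene differ by more than Poisson counting error. P-values were adjusted by the Benjamini-Hochberg method over the genes with a tag in either library. A gene was called differentially expressed at an FDR of at most 0.001 and an absolute log2 ratio of at least 1, with 0 TPM set to 0.01 TPM. With 1 library per time point, none of the differences has a replicate check, and the test compares libraries, not conditions, because the spread among cows does not enter it. Tags copied by PCR are not independent molecules, so the confidence intervals given with the values cover counting error only. In at least 1 library, 5 genes each held over 1% of the clean tags: CSN1S1, CSN2, CSN3, CSN1S2 and PAEP (beta-lactoglobulin). Together they held 0.348% of the clean tags at −35 d, 4.13% at −7 d and 22.6% at +3 d. Over the 5902 genes with a mean of at least 5 TPM, the median log2 ratio was −0.16 at −7 d compared with −35 d, −0.34 at +3 d compared with −7 d and −0.52 at +3 d compared with −35 d. Scaling by edgeR's TMM method centres the ratios of most genes near 0. It raised the ratios of these comparisons by 0.19, 0.31 and 0.50 on the log2 scale. Ratios of single genes after TMM scaling have 0.5 tags added to each count. The exception is the closing list of single genes whose ratio was reversed, which has no tags added.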

Characterization of the three cDNA libraries (−35 d, −7 d and +3 d) was listed in Table 1. 

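After the authors' filtering, the −35 d library held 5914422 clean tags, the −7 d library 5593237 and the +3 d library 5845821, and these totals set the TPM values. Tags on listed genes numbered 2397173 at −35 d (40.5% of clean tags), 2314092 at −7 d (41.4%) and 3097468 at +3 d (53.0%). They fell on 8662, 8363 and 8359 genes, respectively; 9154 genes had a tag in at least 1 library and 7799 in all 3. The median number of tags per listed gene was 82 at −35 d, 72 at −7 d and 61 at +3 d, and no listed gene had fewer than 2 tags. Genes with up to 5 tags made up 10.9%, 11.5% and 12.0% of the listed genes. By Poisson counting alone, a count of 0 allows up to 3 tags, or 0.507 TPM in the −35 d library, 0.536 TPM in the −7 d library and 0.513 TPM in the +3 d library; the removal of tags with 1 copy adds to this by an amount that was not measured, so no fold differences are given for genes with at most 3 tags in a library. The 10 genes with the most tags held 4.49% of the clean tags at −35 d, 7.00% at −7 d and 24.8% at +3 d.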

Sequencing depths of 6,203,209, 5,857,755 and 6,115,741 tags were identified in the three libraries, which included 192,928, 170,427 and 168,233 distinct tags, respectively. As the copy number of the tags increased, the number of distinct tags decreased. 

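The median distinct clean tag had 4 copies in each of the 3 libraries, and the smallest copy number was 2. Distinct tags with exactly 2 copies made up 30.1% of the distinct tags at −35 d, 31.4% at −7 d and 33.3% at +3 d. Tags with up to 5 copies made up 58.7%, 60.6% and 62.4% of the distinct tags but held only 5.43%, 5.21% and 5.01% of the copies. The 8427, 7864 and 6693 distinct tags with over 100 copies, 4.37%, 4.61% and 3.98% of the distinct tags, held 68.9%, 72.1% and 74.5% of the copies. The most abundant tag had 52401 copies at −35 d, 68500 at −7 d and 408559 at +3 d. Of the 285833 distinct tags found in any library, 95066 (33.3%) were found in all 3, and these held 94.2% of the copies at −35 d and 95.8% in both later libraries.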

Saturation analysis was performed to check whether the number of detected genes continues to increase as the number of tags sequenced (total tag number) increases. The results were shown in Figure 1. 

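Clean tags were drawn at random without replacement from each library, 10 times at each depth, and the genes with at least 1 unambiguous tag were counted. At 1000000 tags, the mean share of the genes of the full library was 91.8% (SD 0.169, n = 10 subsamples) at −35 d, 91.5% (SD 0.258) at −7 d and 91.0% (SD 0.327) at +3 d. At 2000000 tags, the shares were 96.4% (SD 0.177), 96.4% (SD 0.0904) and 96.2% (SD 0.118). From 3000000 to 5000000 tags, the share rose from 98.3% to 99.9% at −35 d, from 98.5% to 99.9% at −7 d and from 98.4% to 99.9% at +3 d. The alternative that moved these shares most counted a gene only from 5 tags on: the shares at 2000000 tags were then 88.4%, 88.4% and 86.2% of the genes with at least 5 tags in the full library.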

When the number of sequenced tags reached 2M or more, the number of detected genes almost ceased increasing. There were 6.2M, 5.8M and 6.1M tags in the three libraries; thus, all three were sequenced to saturation, producing a full representation of the transcripts present in each of the three stages.

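The clean tags contain no tag with 1 copy, whereas a subsample of them does, and the filter would remove these at the lower depth. At 50% of the depth, the distinct clean tags with at least 1 copy left were 89.9% of the full number at −35 d, 89.6% at −7 d and 88.9% at +3 d. When tags with 1 copy in the subsample were removed, as in the full library, the shares were 65.9%, 64.6% and 63.1%. At 75% of the depth, the shares with such tags removed were 84.1%, 83.3% and 82.6%.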

**Figure 1:**
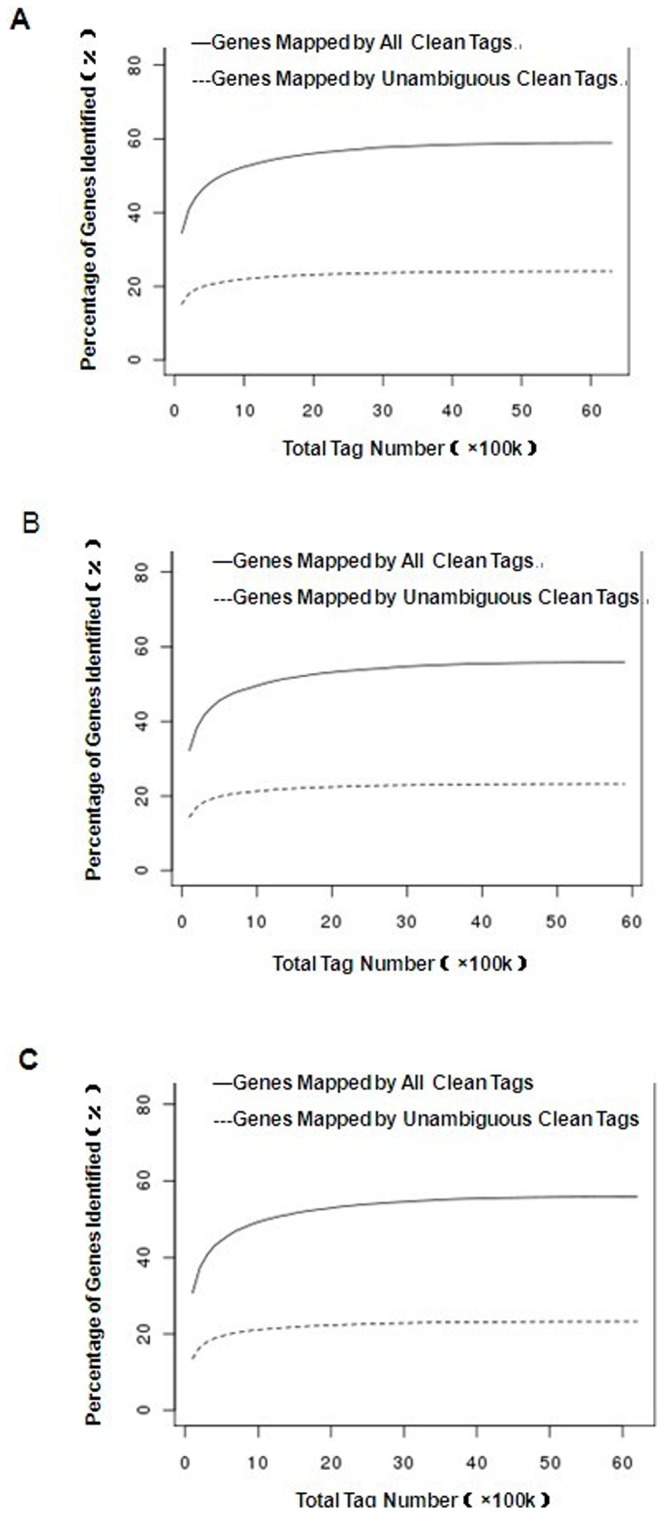
Saturation analysis of −35 d (A), −7 d (B) and +3 d (C) libraries sequencing. “—” represents genes mapped by all clean tags. “---” represents genes mapped by unambiguous clean tags. The number of detected genes continued increasing as the total tag number increased. When the number of total tags reached 2M or more, the number of detected genes almost ceased increasing.

**Table 1:** Distribution of the tags sequenced from the three libraries.

	Tag library		
	−35 d	−7 d	+3 d
Total tag number	6,203,209	5,857,755	6,115,741
Total clean tag number	192,928	170,427	168,233
Distinct clean tag number	476,719	429,231	430,516
Tag copy number <2	273,198	250,858	254,875
Tag copy number ≥2 (clean tags)	192,928 (100%)	170,427 (100%)	168,233 (100%)
Tag copy number >5	79,694 (41.31%)	67,230 (39.45%)	63,337 (37.65%)
Tag copy number >10	50,966 (26.42%)	42,877 (25.16%)	39,889 (23.71%)
Tag copy number >20	31,557 (16.36%)	26,947 (15.81%)	24,676 (14.67%)
Tag copy number >50	15,682 (8.13%)	14,034 (8.23%)	12,451 (7.40%)
Tag copy number >100	8,427 (4.37%)	7,864 (4.61%)	6,693 (3.98%)

### Analysis of tag annotation

A reference database of the bovine genome includes 35,945 transcripts [20]. A total of 193,547 reference tags with 94,396 (48.77%) unambiguous reference tags were obtained. All clean tags in the three cDNA libraries were mapped to the reference tags, and the results were shown in Figure 2. 

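Counted by copies, tags that matched any gene made up 69.9% of the clean tags at −35 d, 68.9% at −7 d and 75.2% at +3 d in the authors' deposited summary. Unambiguous tags, which match a single gene, had 2648693 copies at −35 d (44.8% of clean tags), 2577999 at −7 d (46.1%) and 3383740 at +3 d (57.9%). Counted by distinct tags, the share that matched any gene was 49.7% (95883 distinct tags), 45.5% (77481) and 45.5% (76494) in the same order. The unambiguous share of the distinct tags had a 95% Wilson confidence interval of 30.7% to 31.1% at −35 d. The interval was 28.5% to 28.9% at −7 d and 28.8% to 29.2% at +3 d. The −35 d library had the largest share, but distinct tags are not independent draws, so these intervals do not measure its counting error. All matched tags pointed to 21662, 20623 and 20739 genes, and unambiguous tags to 8871, 8591 and 8582 genes.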

There were 59,537 (30.86%), 48,944 (28.72%) and 48,742 (28.98%) distinct tags matched to the reference genes in the three libraries (−35 d, −7 d and +3 d), respectively. Among these tags, there were 8.99%, 9.60% and 9.33% tags, respectively, matched to the anti-sense strand of the genes, suggesting that the antisense strand of these genes also had transcripts and that these genes might therefore have sense-antisense regulation. The unmatched tags were then mapped to the bovine genome, and 37.90%, 40.08% and 39.40% of tags, respectively, were matched to the genomic sequences in the three libraries. These tags might represent non-annotated genes or could possibly be derived from intergenic regions not encoding any transcripts.

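In the authors' deposited summary, 75833 distinct tags matched only the genome at −35 d, which is 39.3% of the distinct tags (95% Wilson confidence interval 39.1% to 39.5%). The numbers were 70977 at −7 d (41.6%, 41.4% to 41.9%) and 68750 at +3 d (40.9%, 40.6% to 41.1%). These tags held fewer of the copies: 20.7% at −35 d, 20.8% at −7 d and 17.3% at +3 d. A further 21212, 21969 and 22989 distinct tags (11.0%, 12.9% and 13.7%) matched neither genes nor genome and held 9.40%, 10.3% and 7.50% of the copies.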

**Figure 2:**
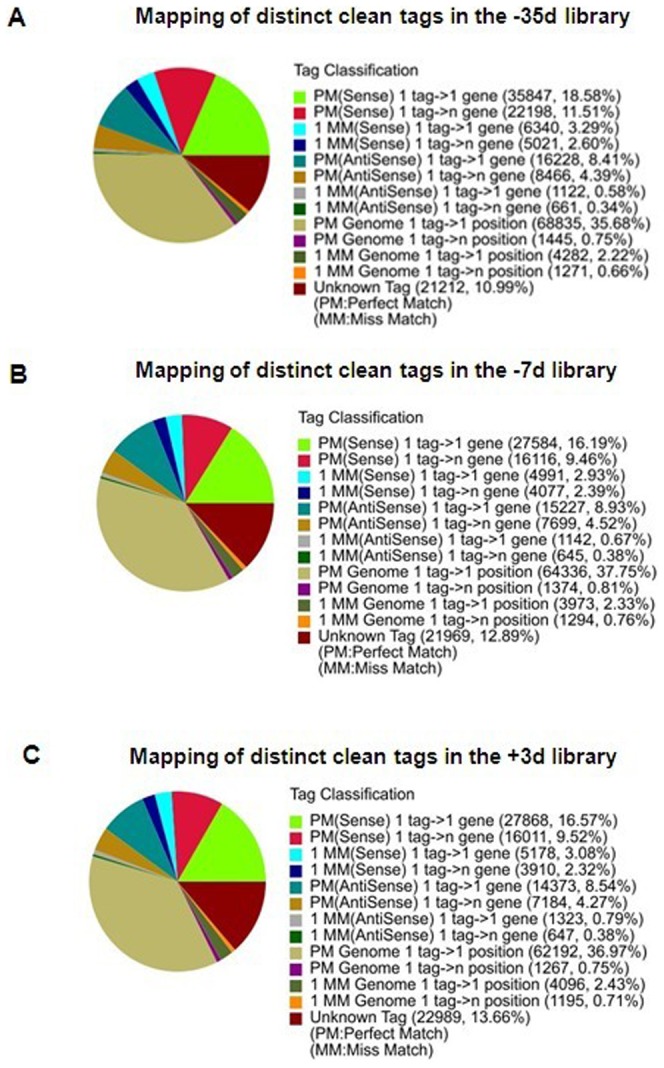
Summary of the distinct tag-to-gene mapping data in the three libraries.

### Detection of differentially expressed genes and GO enrichment analysis

At the cutoff criteria of FDR≤0.001 and |log2 Ratio|≥1, many genes were differentially expressed; these results were shown in Figure 3. 

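The Audic-Claverie test covered 8967 genes at −7 d compared with −35 d, 8784 at +3 d compared with −7 d and 8988 at +3 d compared with −35 d. The largest unadjusted p among the called genes was 0.000222, 0.000265 and 0.000337 in these comparisons. Unadjusted, p was under 0.05 for 4189, 4350 and 5060 genes, respectively. No gene with fewer than 12 tags over a pair of libraries was called in any of the comparisons. Among called genes, the median absolute log2 ratio was 1.42, 1.39 and 1.43, and 25, 34 and 52 of them had no tag in the lower library.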

The details of these differentially expressed genes were supplied in Excel S1, S2 and S3. A total of 812 genes were significantly differentially expressed at −7 d compared with −35 d (stage I), accounting for 9.70% of transcripts in the −7 d cDNA library. 

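Under the paper's thresholds, 813 genes were called at −7 d compared with −35 d, which is 9.72% of the 8363 genes listed for the −7 d library. All 812 genes of File S1 were among them, and WIF1 was the additional gene. The count moved most with an assumed spread between pools: edgeR's exact test with a biological coefficient of variation of 0.4 called 3 genes, and with 0.2 it called 54. The Audic-Claverie test called a mean of 148 genes (range 116 to 179 over 100 simulations) among unchanged genes simulated with a coefficient of variation of 0.2. Requiring a 3-fold in place of a 2-fold difference left 317 genes, Fisher's exact test called 799, and with TMM scaling the number was 728, of which 585 were among the 813. In no alternative did a called gene change direction, but this was fixed beforehand. A call needs an absolute log2 ratio of at least 1, and the scalings moved stage I ratios by at most 0.19. The other tests and thresholds used the same ratios.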

There were 234 (28.80%) genes upregulated (in red) and 578 (71.20%) genes downregulated (in green). 

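Of the genes called in stage I, 235 were upregulated and 578 were downregulated, so that 71.1% were lower at −7 d (95% Wilson confidence interval 67.9% to 74.1%). This split depended on the scaling. After TMM scaling, 378 genes were upregulated and 350 downregulated, or 48.1% lower, and DESeq2's size factors gave 378 and 348. With the 5 genes over 1% of a library left out of the totals, 265 were upregulated and 479 downregulated, or 64.4% lower.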

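Among the 813 genes called at −7 d compared with −35 d, 130 differed by over 5-fold, which is 16.0% (95% Wilson confidence interval 13.6% to 18.7%), and 105 of them had tags in both libraries. Over distinct clean tags, with a tag absent from a library taken as 1 copy, 5834 of 245060 tags were over 5-fold higher and 9194 over 5-fold lower, together 6.13% (6.04% to 6.23%). Among the 118295 tags found in both libraries the share was 3.04%, and it was 9.19% over tags with at least 10 copies in either library. With values under 1 TPM taken as 1 TPM, a setting chosen after the values were seen, the share was 0.502%. A log2 ratio over 5, also chosen after the values were seen, moved the share most, to 0.0220% of the tags found in both libraries.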

The number of genes having greater than a five-fold difference accounted for 0.45% of the total differentially expressed genes (Figure 4). A total of 1,189 (14.20%) genes were significantly differentially expressed, with 274 (23.00%) genes upregulated and 915 (77.00%) genes downregulated at +3 d compared with −7 d (stage II). 

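The same numbers of genes were called here at +3 d compared with −7 d, and all 1189 are genes of File S2. Downregulated genes made up 77.0% of them (95% Wilson confidence interval 74.5% to 79.3%), and the called genes were 14.2% of the 8359 genes listed at +3 d. After TMM scaling, 946 genes were called, 516 upregulated and 430 downregulated, and 704 of them were among the 1189. With the genes over 1% of a library left out of the totals, the split was 517 upregulated and 430 downregulated. The exact test with an assumed coefficient of variation of 0.2 called 160 genes, 65 upregulated and 95 downregulated. Among unchanged genes simulated with that coefficient of variation, the Audic-Claverie test called a mean of 146 (range 121 to 176).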

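Over 5-fold differences were found for 203 of the 1189 genes called at +3 d compared with −7 d, which is 17.1% (95% Wilson confidence interval 15.0% to 19.3%). Of these genes, 169 had tags in both libraries. Of 229275 distinct clean tags, 3575 were over 5-fold higher and 7728 over 5-fold lower at +3 d, together 4.93% (4.84% to 5.02%).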

The number of genes having greater than a five-fold difference accounted for 0.41% of the total differentially expressed genes. Moreover, there were 1,672 genes significantly differentially expressed at +3 d compared with −35 d. 

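All 1672 genes of File S3 were called here as well, and no other gene was. They made up 20.0% of the 8359 genes listed for the +3 d library. The exact test with an assumed coefficient of variation of 0.2 called 156 genes and, with 0.4, 14 genes. A 3-fold threshold left 659 genes, and a minimum mean of 5 TPM left 1470, of which 1449 were among the 1672.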

There were 209 (12.5%) upregulated genes, and 1,463 (87.5%) downregulated genes. 

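The 95% Wilson confidence interval of the share of downregulated genes at +3 d compared with −35 d was 85.8% to 89.0%. This comparison spans the largest difference in the milk protein genes' share of the tags. After TMM scaling, 560 genes were upregulated and 444 downregulated (44.2% lower), and DESeq2's size factors gave 572 and 420. With the 5 milk protein genes over 1% left out of the totals, 412 were upregulated and 627 downregulated (60.3% lower). Of the 1672 genes, 653 were also called after TMM scaling, and 351 further genes were gained. None changed direction, which a shift of 0.50 on the log2 scale could not bring about.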

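Between −35 d and +3 d, 240 of the 1672 called genes (14.4%, 95% Wilson confidence interval 12.8% to 16.1%) had over a 5-fold difference, 188 of them with tags in both libraries. Of 248020 distinct clean tags, 6128 were over 5-fold higher and 11692 over 5-fold lower at +3 d, together 7.18% (7.08% to 7.29%).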

Among those genes, there were 11 (0.65%) genes having greater than a five-fold difference.

**Figure 3:**
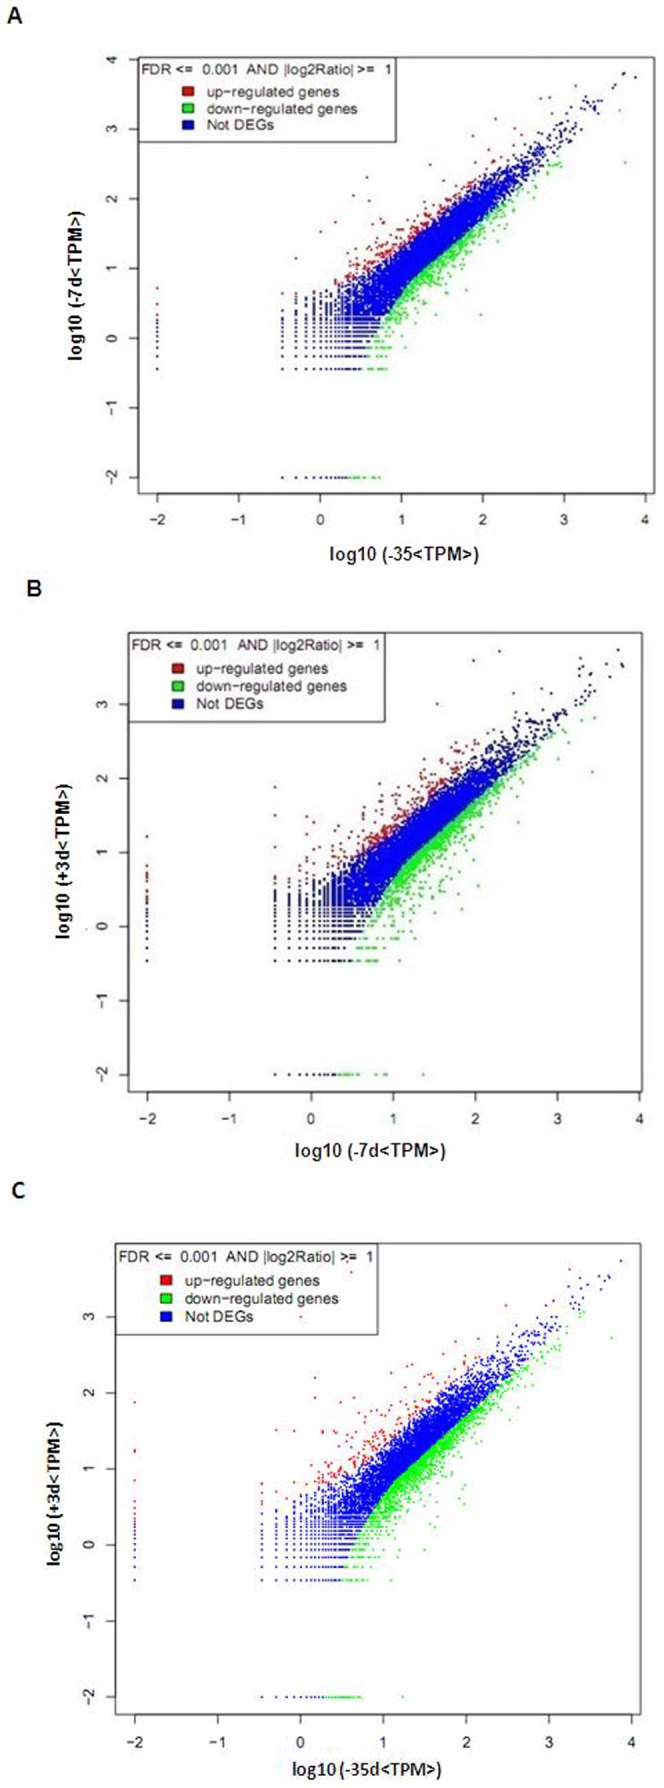
Pairwise comparisons of the level of gene expression between libraries. To compare the level of gene expression between two libraries, each library was normalized to TPM. (A) Differentially expressed genes at −7 d compared with −35 d. (B) Differentially expressed genes at +3 d compared with −7 d. (C) Differentially expressed genes at +3 d compared with −35 d. Red dots represent upregulated transcripts. Green dots represent downregulated transcripts. Blue dots represent transcripts that did not change significantly. The parameters FDR≤0.001 and |log2 Ratio|≥1 were used as the threshold to judge the significance of the difference in gene expression. See supplementary data 1, 2 and 3 for details of these differentially expressed genes.

**Figure 4:**
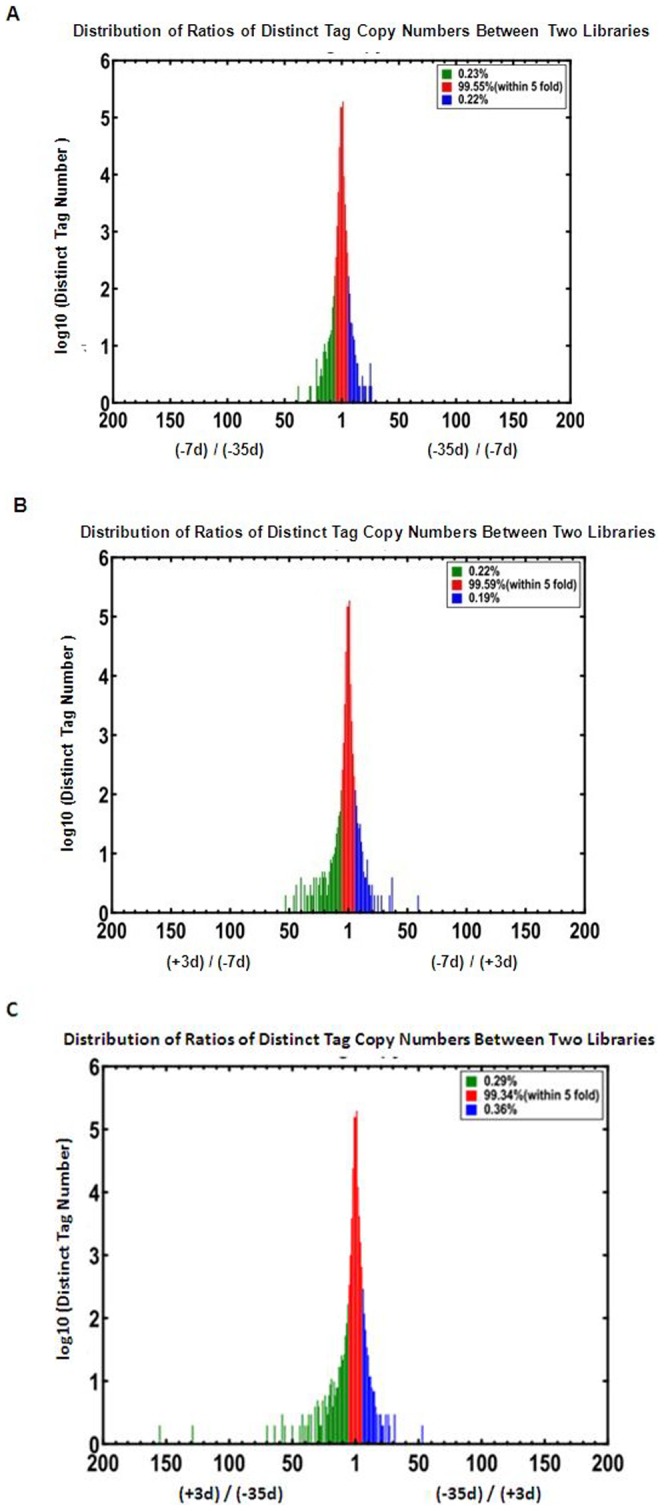
Differentially expressed tags at the onset of lactation. (A) Differentially expressed tags at −7 d compared with −35 d. (B) Differentially expressed tags at +3 d compared with −7 d. (C) Differentially expressed tags at +3 d compared with −35 d. The “x” represents the fold-change of differentially expressed unique tags. The “y” axis represents the number of unique tags (log10). The red region represents differentially accumulating unique tags with a 5-fold difference between libraries. The green and blue regions represent unique tags that are upregulated and downregulated for more than 5 fold.

The differentially expressed genes were analyzed in the context of gene ontology (GO) biological processes. This analysis revealed that the upregulated genes in DEGs were mainly associated with the cell cycle and lipid metabolism, and the downregulated genes were mainly associated with the immune response and biological adhesion at −7 d compared with −35 d. 

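Terms were not retested here; lists of genes fixed before the data were examined were followed, over the members with a mean of at least 1 TPM and with 0.5 tags added to each count. A list was set beside 10000 random lists of the same size matched on mean TPM, as a description of these libraries. The 44 cell cycle and mitosis genes had a median log2 ratio of 1.04 at −7 d compared with −35 d (quartiles 0.55 and 1.31), above all of the random lists, whose median was −0.26. Of the 44 genes, 39 had a ratio above 0, 14 were called upregulated and 2 downregulated; adjusted over the list alone, the numbers were 17 and 2. TMM scaling moved the list most, to a median of 1.23 with 29 genes upregulated and none downregulated, while the exact test with an assumed coefficient of variation of 0.2 called none. The 14 macrophage marker genes had a median of −0.82 (percentile 0.06 among the random lists), with 6 genes downregulated and none upregulated. All 15 T cell marker genes had a ratio below 0, with a median of −0.79 (percentile 0.145) and 4 genes downregulated; the calls in both marker lists were the same in number when adjusted over the list alone.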

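In stage II, the median log2 ratio of the 14 macrophage marker genes was 0.80, above all 10000 matched random lists, with 4 genes called upregulated and 1 downregulated. The 15 T cell marker genes had a median of only 0.06 (percentile 94.7), with 1 gene called in each direction, and the median was −0.05 over the 12 genes with a mean of at least 5 TPM. All 44 cell cycle and mitosis genes had a ratio below 0 at +3 d compared with −7 d. Their median was −3.02, below all of the random lists, and it was −3.02 as well with the 6 genes that had at most 3 tags at +3 d set to 3 tags. Of these genes, 39 were called downregulated (40 adjusted over the list alone), 37 after TMM scaling, and 25 by the exact test with an assumed coefficient of variation of 0.2.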

And the upregulated genes in DEGs at +3 d compared with −7 d were mainly associated with the immune response, and the downregulated genes were mainly associated with the cell cycle phase. The most significantly enriched biological processes in DEGs were metabolic processes at +3 d compared with −35 d.

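For genes of the respiratory chain and of the ribosome, 2 large metabolic families, the levels at +3 d were below those at −35 d. The 69 oxidative phosphorylation subunits had a median log2 ratio of −0.86, with a percentile of 0.01 among the random lists, and 27 were called downregulated (28 adjusted over the list alone) and none upregulated. Their median remained below 0 after TMM scaling, at −0.37, but then 10 were called downregulated and 2 upregulated. The 49 cytosolic ribosomal proteins had a median of −0.80 (percentile 0.69), with 20 downregulated, also when adjusted over the list alone; after TMM scaling the median was −0.30 and 7 were downregulated. The median of matched random lists was −0.51 and −0.52, respectively, so part of each shift was shared by genes of similar abundance.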

Moreover, during the onset of lactation, some genes were completely turned on or off. 

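A gene was counted as turned on or off when it had tags in 1 library of a pair and none in the other, without a test. Between −35 d and +3 d, 326 genes were turned on and 629 turned off by this count. Most of these genes had few tags: the median number in the library with tags was 2 for the genes turned on in stage I and 3 for each of the other groups. Where genes were simulated as unchanged, with Poisson noise alone, the mean number turned on was 234 in stage I (range 197 to 275 over 100 simulations), 259 in stage II (221 to 303) and 243 at +3 d compared with −35 d (198 to 279). The mean number turned off was 262 (222 to 302), 236 (206 to 268) and 248 (218 to 284). A gene not listed for a library was counted as having no tags, although unambiguous tags in the authors' summary fall on more genes than the tables list. Simulated counts of 1 were set to 0, but the removal of single copies tag by tag on genes with several distinct tags was not simulated. A minimum of 10 tags in the library with tags moved the counts most: 6 turned on and 44 off in stage I, 17 on and 28 off in stage II, and 15 on and 54 off at +3 d compared with −35 d. The simulations gave means of 0.71 on and 1.3 off, 1.39 on and 0.61 off, and 0.93 on and 0.75 off at that minimum.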

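Of the genes without a tag at −35 d and with tags at −7 d, 220 (72.1%) had at most 3 tags at −7 d, 55 had at least 5, and the largest number was 29. Of these genes, 4 were called differentially expressed, with 12 tags the fewest among them. Tags were present at +3 d for 139 of the genes.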

There were 305 genes turned on at −7 d compared with −35 d. 

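The genes for signal transduction GABRB1, GPRC5A, GPR107 and RAB9B each had 3 tags at −7 d and none at −35 d. Among the transporters, SLC5A1 had 6 tags at −7 d, KCNC1 and SLC13A3 each had 4, and KCNAB3 and SLC38A5 each had 3. For SLC5A1, the difference had adjusted p = 0.035 (exact Audic-Claverie test with Benjamini-Hochberg adjustment). The cell cycle genes CDCA5, HORMAD1, FSD1 and MPHOSPH9 had 5, 3, 2 and 2 tags at −7 d. At −7 d, none of these genes was called. SLC38A5 had 15 tags at +3 d and was called upregulated at +3 d compared with −35 d (adjusted p = 9.8e-05, same exact test).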

Gene ontology analysis showed that these genes were associated with signal transduction (GABRB1; GPRC5A; GPR107; RAB9B), transport (SLC5A1; SLC13A3; KCNC1; KCNAB3; SLC38A5), the cell cycle (CDCA5; HORMAD1; FSD1; MPHOSPH9), and other processes. In addition, 12 genes encoding hypothetical proteins (LOC100335323, LOC100336058, LOC100335520) were also identified in stage I of lactogenesis. 

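LOC100335323 had 6 tags at −7 d, and LOC100336058 and LOC100335520 each had 5 tags. The adjusted p was 0.035 for LOC100335323 and 0.064 for LOC100336058 and LOC100335520 (exact Audic-Claverie test with Benjamini-Hochberg adjustment), so none was called differentially expressed. At +3 d, LOC100335323 had 2 tags, LOC100335520 had 3 and LOC100336058 had none.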

604 genes were turned off at −7 d compared with −35 d. 

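Of the 604 genes, 354 (58.6%) had at most 3 tags at −35 d, 174 had at least 5, and the largest number was 32. The number of genes turned off with at least 5 tags was above every simulation of unchanged genes, which gave a mean of 31.9 (range 18 to 45). At −7 d compared with −35 d, 21 of the 604 genes were called differentially expressed. Tags were found again at +3 d for 234 of them.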

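SLC26A2 and PREP each had 17 tags at −35 d and none at −7 d, and both were called downregulated (adjusted p = 7.3e-05, exact Audic-Claverie test with Benjamini-Hochberg adjustment). SCN4B had 13 tags at −35 d and was called downregulated at −7 d (adjusted p = 0.00082, same exact test), but it was not called after TMM scaling. LPGAT1 had 12 tags at −35 d and was not called, with adjusted p = 0.0015. TMEM163 had 9 tags at −35 d, SLC5A12 had 6, SLC13A4 had 5, SLC39A11, PLCB4 and EPT1 each had 4, and SLCO2A1 had 3. None of these 7 genes was called differentially expressed. At +3 d, SLC26A2 and SCN4B again had 3 tags, PREP, SLC5A12 and EPT1 had 2, and the others of these genes had none.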

Gene ontology analysis showed that these genes were associated with ion transport (SLC26A2; SCN4B; TMEM163; SLC5A12; SLC13A4; SLC39A11; SLCO2A1) and protein and lipid metabolism (PREP; caspase-15; LPGAT1; PLCB4; EPT1). There were 421 genes turned on at +3 d compared with −7 d, including genes involved in transport (SLC5A2; SLC26A2; KCNH2), the immune response (MICB; CCL28; IL8), and signal transduction (PIK3R3; AKAP4). 

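At −7 d and +3 d, KCNH2 had 0 and 5 tags, MICB 0 and 8, CCL28 0 and 9, IL8 0 and 5, SLC5A2 and SLC26A2 0 and 3, and PIK3R3 and AKAP4 0 and 2. None of these 8 genes was called differentially expressed in stage II. The smallest adjusted p was that of CCL28 (adjusted p = 0.0072), followed by MICB (adjusted p = 0.013, both from the exact Audic-Claverie test with Benjamini-Hochberg adjustment). All of them except KCNH2 had tags at −35 d: 17 each for CCL28 and SLC26A2, 6 for IL8, 4 each for MICB and PIK3R3, and 3 each for SLC5A2 and AKAP4. Of the 421 genes, 273 (64.8%) had at most 3 tags at +3 d, 92 had at least 5, and 13 were called differentially expressed.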

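The genes with tags at −7 d and none at +3 d had a median of 3 tags at −7 d, and 275 (64.7%) had at most 3, 102 had at least 5, and the largest number was 130, for RSPO1. Of these genes, 21 were called differentially expressed, and 259 had tags at −35 d. SKA1 had 6 tags at −7 d (adjusted p = 0.033, exact Audic-Claverie test with Benjamini-Hochberg adjustment). CDC25C had 4 tags at −7 d, GABRB1, GPRC5A and GPR37 each had 3, and FSD1 had 2, and none of these genes was called. CDC25C and GPR37 had more tags at −35 d, 11 and 6, respectively, than at −7 d.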

425 genes were turned off at +3 d compared with −7 d, including cell cycle-related genes (CDC25C; SKA1; FSD1) and signal transduction genes (GABRB1; GPRC5A; GPR37).

### Pathway enrichment analysis of differentially expressed genes

After pathway enrichment analysis, the top 10 significantly enriched pathways were listed in Tables 2, 3 and 4. The results suggested that many of the pathways enriched in DEGs were associated with the immune response at −7 d compared with −35 d, while many of the pathways enriched in DEGs were associated with the cell cycle and metabolism at +3 d compared with −7 d. 

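In the fixed lists, the 44 phagosome and lysosome genes had a median log2 ratio of −0.57 at −7 d compared with −35 d. This was below all 10000 random lists (median −0.15), and 11 genes were called downregulated. The list holds only part of the phagosome and lysosome genes behind the paper's enrichment. The 31 complement and coagulation genes had a median of −0.85, also below all random lists, with 10 genes downregulated and 1 upregulated. In stage II, the 34 proteasome subunits had a median of −1.01 against −0.38 for matched random lists, and 18 were called downregulated, compared with 5 after TMM scaling. The 26 DNA replication genes all had a ratio below 0, with a median of −1.17 and 14 downregulated (15 adjusted over the list alone, 7 after TMM scaling). The median of the 69 oxidative phosphorylation subunits was −0.79, below all random lists, with 19 downregulated, and after TMM scaling it was −0.48 with 2 downregulated.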

And the most enriched pathway in DEGs was metabolic pathways at +3 d compared with −35 d.

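At +3 d compared with −35 d, the median log2 ratio of the 34 proteasome subunits was −0.91 (percentile 0.08 among the matched random lists), and 16 were called downregulated. The 26 DNA replication genes had a median of −1.26, below all random lists, with 15 downregulated. Both medians stayed below 0 after TMM scaling, at −0.41 and −0.76. After this scaling, 5 proteasome subunits and 6 DNA replication genes were called downregulated. The median of the 44 phagosome and lysosome genes was −0.41, within the random lists (percentile 79.8), with 8 genes downregulated and 1 upregulated. After TMM scaling their median was 0.09, with 4 genes downregulated and 2 upregulated. This joint list holds fewer genes than the paper counts as differentially expressed in its phagosome pathway alone. It therefore does not test that enrichment. The complement and coagulation genes had a median of 0.06 (percentile 99.98), with 2 genes upregulated and 4 downregulated; the mean of the list was −0.08. After TMM scaling, the median of this list was 0.56, with 8 genes upregulated and 2 downregulated.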

**Table 2:** Top 10 significantly enriched pathways at −7 d compared with −35 d.

Pathway	DEGs with pathway annotation	Q value	Pathway ID
Phagosome	41 (6.23%)	2.87e-10	ko04145
Complement and coagulation cascades	22 (3.34%)	3.12e-04	ko04610
Lysosome	23 (3.5%)	3.12e-04	ko04142
Rheumatoid arthritis	18 (2.74%)	5.85e-04	ko05323
Hematopoietic cell lineage	17 (2.58%)	1.60e-03	ko04640
*Staphylococcus aureus* infection	19 (2.89%)	1.71e-03	ko05150
Cell adhesion molecules (CAMs)	26 (3.95%)	1.84e-03	ko04514
Metabolic pathways	90 (13.68%)	4.16e-03	ko01100
PPAR signaling pathway	15 (2.28%)	9.70e-03	ko03320
Bladder cancer	9 (1.37%)	9.70e-03	ko05219

**Table 3:** Top 10 significantly enriched pathways at +3 d compared with −7 d.

Pathway	DEGs with pathway annotation	Q value	Pathway ID
Metabolic pathways	172 (18.03%)	3.74e-15	ko01100
Proteasome	18 (1.89%)	6.43e-10	ko03050
DNA replication	15 (1.57%)	5.50e-08	ko03030
Base excision repair	14 (1.47%)	3.04e-06	ko03410
Cell cycle	30 (3.14%)	6.36e-06	ko04110
Pyrimidine metabolism	23 (2.41%)	4.32e-05	ko00240
Purine metabolism	33 (3.46%)	5.13e-05	ko00230
Oxidative phosphorylation	25 (2.62%)	5.90e-05	ko00190
Propanoate metabolism	12 (1.26%)	9.46e-05	ko00640
Mismatch repair	9 (0.94%)	2.17e-04	ko03430

**Table 4:** Top 10 significantly enriched pathways in differentially expressed genes at +3 d compared with −35 d.

Pathway	DEGs with pathway annotation	Q value	Pathway ID
Metabolic pathways	205 (15.67%)	1.32e-11	ko01100
Oxidative phosphorylation	38 (2.91%)	2.35e-08	ko00190
DNA replication	16 (1.22%)	4.23e-07	ko03030
Proteasome	17 (1.3%)	4.23e-07	ko03050
Base excision repair	16 (1.22%)	2.99e-06	ko03410
Cell cycle	35 (2.68%)	2.16e-05	ko04110
Phagosome	48 (3.67%)	2.16e-05	ko04145
Parkinson's disease	35 (2.68%)	2.95e-05	ko05012
Nucleotide excision repair	16 (1.22%)	3.78e-04	ko03420
Huntington's disease	45 (3.44%)	5.80e-04	ko05016

### Analysis of milk protein genes and lipogenic genes

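The 5 milk protein genes of Table 5 were called upregulated in both stages, and their tag counts give narrow counting intervals. CSN1S1 (NM_181029.2) rose from 3424 tags (579 TPM) at −35 d to 59285 tags (10599 TPM) at −7 d and 471295 tags (80621 TPM) at +3 d. CSN2 (NM_181008.2) rose from 4349 to 69894 and 376839 tags, and CSN3 (NM_174294.1) from 8226 to 22984 and 78577 tags. CSN1S2 (NM_174528.2) had 133, 1701 and 60734 tags, and LALBA (NM_174378.2) had the fewest, with 22, 1111 and 30543 tags. At +3 d, CSN1S1 alone held 8.06% of the clean tags of the library, CSN2 6.45%, CSN3 1.34% and CSN1S2 1.04%.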

The expression level of many milk protein genes increased significantly during stage I of lactogenesis and kept increasing during stage II. These genes include casein kappa (CSN3), lactalbumin alpha (LALBA), casein beta (CSN2), casein alpha s1 (CSN1S1), and casein alpha-S2 (CSN1S2). 

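In stage I, LALBA rose most of the 5 genes, by a log2 ratio of 5.74 (95% confidence interval from the exact binomial 5.13 to 6.42), followed by CSN1S1 with 4.19 (4.14 to 4.24), CSN2 with 4.09 (4.04 to 4.13), CSN1S2 with 3.76 (3.50 to 4.02) and CSN3 with 1.56 (1.53 to 1.60). In stage II, CSN1S2 rose most, by 5.09 (5.02 to 5.16), then LALBA by 4.72 (4.63 to 4.80), CSN1S1 by 2.93 (2.91 to 2.94), CSN2 by 2.37 (2.36 to 2.38) and CSN3 by 1.71 (1.69 to 1.73). Of the alternatives, TMM scaling moved the stage I ratios most, that of CSN1S1 to 4.38. The exact test with an assumed coefficient of variation of 0.2 called all of these rises except those of CSN3.

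**Figure D1:**
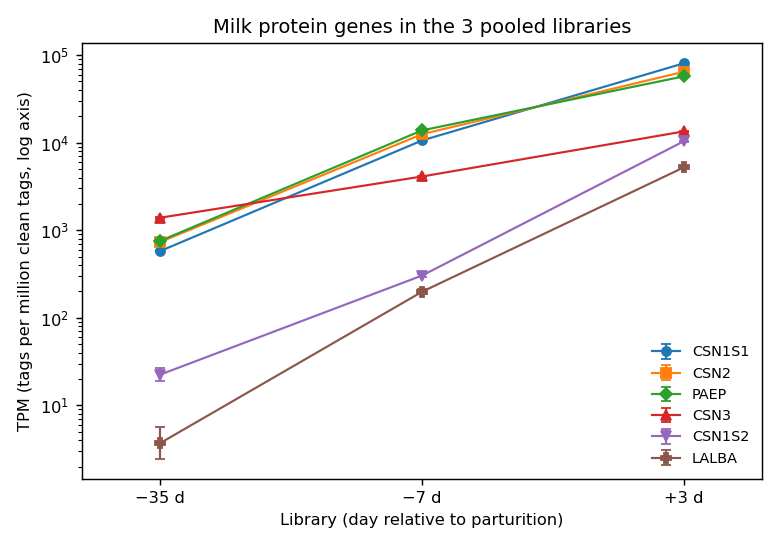
TPM (log axis) of CSN1S1, CSN2, PAEP, CSN3, CSN1S2 and LALBA in the −35 d, −7 d and +3 d libraries, 1 pooled library per time point, with bars for the 95% confidence interval of the count. All of the genes rose at each step, LALBA from 3.72 TPM to 5225 TPM and CSN1S1 from 579 TPM to 80621 TPM.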

The fold changes of these genes were listed in Table 5. Furthermore, many lipogenic genes changed significantly at the onset of lactation. These genes were associated with mammary fatty acids uptake from the blood (LPL, CD36), intracellular fatty acids trafficking (FABP3), long-chain (ACSL1) and short-chain (ACSS2) intracellular fatty acids activation, de novo fatty acids synthesis (ACACA, FASN), desaturation (SCD), triacylglycerol synthesis (AGPAT6, GPAM), lipid droplet formation (BTN1A1, XDH), ketone body utilization (BDH1), and transcription regulation (INSIG1, PPARGC1A). 

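Of the 17 lipogenic genes of Table 6, 10 were called upregulated, 1 downregulated and 6 not called at −7 d compared with −35 d. In stage II, 4 were upregulated, 3 downregulated and 10 not called, and at +3 d compared with −35 d, 6 were upregulated, 1 downregulated and 10 not called. After TMM scaling, 11 were upregulated and none downregulated in stage I, 5 upregulated and 2 downregulated in stage II, and 10 upregulated and 1 downregulated at +3 d compared with −35 d; with the genes over 1% of a library left out of the totals, the last comparison also had 10 upregulated and 1 downregulated. The library with more tags of the gene had between 14 and 15686 tags in stage I, with a median of 441.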

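FABP3 rose in both stages, with log2 ratios of 4.93 (95% confidence interval 3.98 to 6.07; 9 and 259 tags) and 1.76 (1.56 to 1.96), and so did BTN1A1, with 3.27 (2.69 to 3.92) and 1.01 (0.79 to 1.24). LPL was unchanged within its interval in stage I (0.12, −0.16 to 0.40) and rose by 2.17 (1.96 to 2.39) in stage II. CD36 fell by 1.02 on the log2 scale in stage I, from 928 to 432 tags, and rose by 1.82 in stage II; after TMM scaling its stage I ratio was −0.83 and it was not called. FASN rose from 3906 to 15686 tags in stage I (2.09) and returned to 3817 tags in stage II (−2.10). SCD rose by 3.41 (3.27 to 3.56) in stage I, and its stage II ratio of −0.76 did not pass the fold threshold. ACSS2 rose by 1.38 (1.13 to 1.64) and then had a ratio of −1.29, which was −0.98 and not called after TMM scaling. XDH rose by 1.47 in stage I; its stage II ratio of 0.75 was not called, but it was 1.06 and called after TMM scaling, as was the stage I ratio of ACSL1, which went from 0.86 to 1.05. AGPAT6 (−0.35), GPAM (0.56) and ACACA (0.43, −0.82 to 1.71; 11 and 14 tags) were not called in stage I. BDH1, with 3 and 14 tags, had adjusted p = 0.017, and PPARGC1A, with 4 and 9 tags, had adjusted p = 0.25 (exact Audic-Claverie test with Benjamini-Hochberg adjustment).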

The fold changes of these genes were listed in Table 6.

**Table 5:** Expression changes of milk protein genes during the two stages of lactogenesis.

Gene	Description	TPM (−35 d)	TPM (−7 d)	TPM (3 d)	log_2_ Ratio (−7/−35)	log_2_ Ratio (+3/−7)
gi|31341749|ref|NM_174528.2|	Casein alpha –S2 (CSN1S2)	22.49	304.12	10389.3	3.76	5.09
gi|31342165|ref|NM_174378.2|	Lactalbumin alpha (LALBA)	3.72	198.63	5224.76	5.74	4.72
gi|31341348|ref|NM_181029.2|	Casein alpha s1 (CSN1S1)	578.92	10599.41	80620.84	4.19	2.93
gi|31341343|ref|NM_181008.2|	Casein beta (CSN2)	735.32	12496.16	64462.97	4.09	2.37
gi|27881411|ref|NM_174294.1|	Casein kappa (CSN3)	1390.84	4109.25	13441.57	1.56	1.71

Note: TPM (Transcripts Per Million clean tags) is a standardized indicator that specifies the number of transcript copies in every one million clean tags.

**Table 6:** Expression changes of lipogenic genes during the two stages of lactogenesis.

Gene	Description	TPM (−35 d)	TPM (−7 d)	TPM (+3 d)	log_2_ Ratio (−7/−35)	log_2_ Ratio (+3/−7)
gi|115497163|ref|NM_001075120.1|	lipoprotein lipase (LPL)	35.17	38.26	172.26	0.12	2.17*
gi|31343049|ref|NM_174010.2|	CD36 molecule (thrombospondin receptor) (CD36)	156.9	77.24	272.33	−1.02*	1.82*
gi|31342355|ref|NM_174313.2|	fatty acid binding protein 3, muscle and heart (mammary-derived growth inhibitor) (FABP3)	1.52	46.31	156.52	4.93*	1.76*
gi|155372064|ref|NM_001101169.1|	solute carrier family 27 (fatty acid transporter) member 6 (SLC27A6)	9.64	36.12	50.98	1.91*	0.50
gi|115497269|ref|NM_001076085.1|	acyl-CoA synthetase long-chain family member 1 (ACSL1)	96.37	174.68	115.64	0.86	−0.60
gi|157427805|ref|NM_001105339.1|	acyl-CoA synthetase short-chain family member 2 (ACSS2)	30.27	78.85	32.33	1.38*	−1.29*
gi|31342550|ref|NM_174224.2|	acetyl-CoA carboxylase alpha (ACACA)	1.86	2.5	2.74	0.43	0.13
gi|60592789|ref|NM_001012669.1|	fatty acid synthase (FASN)	660.42	2804.46	652.95	2.09*	−2.10*
gi|148540093|ref|NM_173959.4|	stearoyl-CoA desaturase (delta-9-desaturase) (SCD)	74.73	796.32	471.62	3.41*	−0.76
gi|139948314|ref|NM_001083669.1|	1-acylglycerol-3-phosphate O-acyltransferase 6 (lysophosphatidic acid acyltransferase, zeta) (AGPAT6)	41.59	32.72	44.48	−0.35	0.44
gi|59676567|ref|NM_001012282.1|	glycerol-3-phosphate acyltransferase, mitochondrial (GPAM)	77.27	113.53	107.77	0.56	−0.075
gi|148232524|ref|NM_205793.2|	diacylglycerol O-acyltransferase 2 (DGAT2)	12.17	29.5	2.57	1.28*	−3.52*
gi|31341801|ref|NM_174508.2|	butyrophilin subfamily 1 member A1 (BTN1A1)	4.4	42.55	85.87	3.27*	1.01*
gi|31343144|ref|NM_173972.2|	xanthine dehydrogenase (XDH)	299.44	827.07	1390.57	1.47*	0.75
gi|77736146|ref|NM_001034600.1|	3-hydroxybutyrate dehydrogenase, type 1 (BDH1)	0.51	2.5	2.91	2.29	0.22
gi|118150923|ref|NM_001077909.1|	insulin induced gene 1 (INSIG1)	40.24	94.94	65	1.24*	−0.55
gi|164519007|ref|NM_001113302.1|	sterol regulatory element binding transcription factor 1 (SREBF1)	57.99	147.32	92.03	1.35*	−0.68

Note:

* represents significant difference at the cutoff criteria of FDR≤0.001 and |log2 Ratio|≥1.

### Analysis of differentially expressed genes throughout the onset of lactation

There were 231 genes differentially expressed in the two stages of lactogenesis. Among these genes, 92 genes were downregulated in stage I and upregulated in stage II, 111 genes were upregulated in stage I and downregulated in stage II, and only 11 genes continued to increase in both stages. 

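By the calls made here, 234 genes were differentially expressed in both stages, 1 more than in Files S1 and S2 together, which list 233. Because both comparisons use the −7 d library, an error in it pushes a gene in opposite directions in the 2 stages. Simulations of unchanged genes with Poisson noise gave no gene called in both stages, and with an assumed coefficient of variation of 0.2 they gave a mean of 21.5 (range 10 to 39 over 100 simulations). The alternative that moved the count most was the exact test with a coefficient of variation of 0.4, which called no gene in both stages; with 0.2 the count was 19, and with a 3-fold threshold it was 87.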

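Here 92 genes were downregulated and then upregulated, 112 were upregulated and then downregulated, 19 were upregulated in both stages and 11 were downregulated in both. The 92 genes had a median log2 ratio of −1.67 in stage I and 1.45 in stage II, and 84 of them were not called at +3 d compared with −35 d, where their median was −0.07 (0.42 after TMM scaling). For the 112 genes, the medians were 1.47 and −2.12, and 84 were not called at +3 d compared with −35 d, with a median of −0.42 (0.08 after TMM scaling). Of the 92 and the 112 genes, 70 and 82 kept their pattern after TMM scaling, 31 and 43 with a 3-fold threshold, and 4 and 8 with an assumed coefficient of variation of 0.2. The last numbers are from edgeR's exact test. With the Audic-Claverie test that called the 92 and the 112, unchanged genes simulated with a coefficient of variation of 0.2 gave a mean of 14.35 genes of the first pattern and 7.16 of the second. Among the 19 genes upregulated in both stages were the milk protein genes CSN1S1, CSN1S2, CSN2, CSN3, LALBA and PAEP, and BTN1A1, CIDEA, FABP3, GLYCAM1, GP2 and HSTN.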

After analysis of functional annotation clustering, 92 genes fell into 24 clusters. Each term in Cluster 4 was associated with the immune response, and each in cluster two was associated with the extracellular matrix. 

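Members of the fixed lists were counted among the 92 genes. The extracellular matrix list had 9 of its 43 genes among them: BGN, COL6A2, FBN1, LOXL1, MFAP4, MGP, THBS2, THBS4 and TNXB. Of the immune lists, complement and coagulation had 5 of 31 and macrophage markers 3 of 14 (CD163, CSF1R and VSIG4), while the T cell, B cell, neutrophil, and phagosome and lysosome lists had none. The median of matched random lists was 0 for each of these lists. With an assumed coefficient of variation of 0.2, 3 of the extracellular matrix genes kept the pattern and none of the complement or macrophage genes did.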

The top 5 enriched clusters were listed in Table 7. 

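Genes drawn in red in the pathway figure were chosen from these libraries, so their direction here is not independent evidence. The list read from its red nodes holds COL6A2, THBS2, THBS4, TNXB, ITGB5, ITGB6 and CD36 among others. It is wider than the paper's set, since the paper's annotation clustering counts 7 ECM-receptor genes among the genes lower and then higher. The 18 genes with a mean of at least 1 TPM had a median log2 ratio of −1.11 in stage I, with 16 below 0 and 7 called downregulated (8 adjusted over the list alone), and of 1.33 in stage II, with all 18 above 0 and 12 called upregulated. The 7 genes named above were called in both stages, against a median of 0 for matched random lists, and 2 of them with an assumed coefficient of variation of 0.2. ITGB6 had 15, 0 and 18 tags at −35 d, −7 d and +3 d, and was called downregulated in stage I and upregulated in stage II (adjusted p = 0.00024 and 2.7e-05, exact Audic-Claverie test with Benjamini-Hochberg adjustment).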

After pathway enrichment analysis, the ECM-Receptor interaction was enriched (Figure 5). In addition, functional annotation clustering of the 111 genes that were upregulated initially and then downregulated fell into 19 clusters; the top 5 enriched clusters were listed in Table 8. We can find that all terms in Cluster 1 were associated with cell cycle.

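Among the 112 genes upregulated in stage I and downregulated in stage II, 14 were members of the fixed list of 44 cell cycle and mitosis genes: AURKB, BIRC5, BUB1, CCDC99, CCNE2, CDC45, CDCA3, FAM83D, KIF20A, NUF2, SMC4, TPX2, TTK and UBE2C. Matched random lists had a median of 1 such gene. The paper already names CCDC99, CDCA3 and FAM83D with this pattern in these libraries, so these members are not independent evidence. After TMM scaling, 28 of the 44 genes had this pattern, and with an assumed coefficient of variation of 0.2 none had, because none of them was then called in stage I. None of the 44 genes had the opposite pattern.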

**Figure 5:**
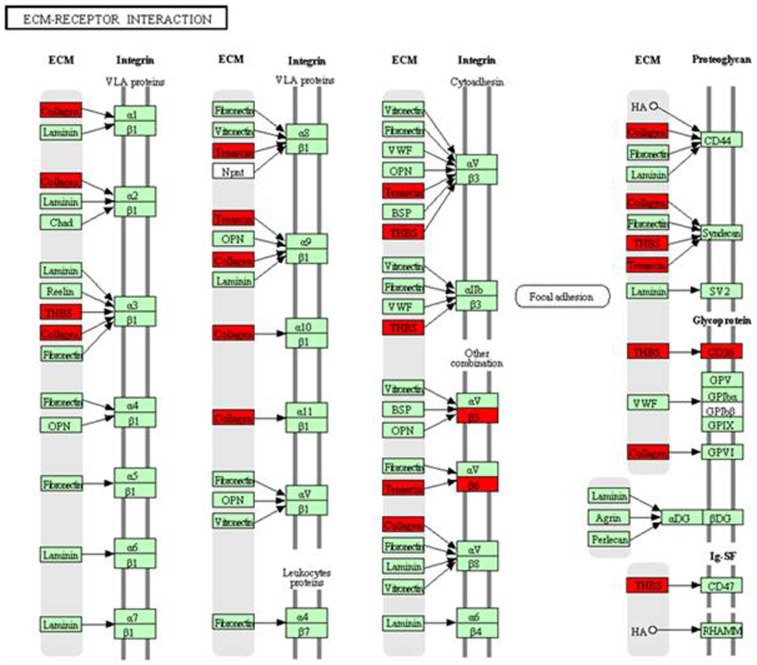
The ECM-Receptor interaction pathway is transcriptionally regulated throughout the onset of lactation. Red nodes represent genes downregulated during stage I of lactogenesis and then upregulated during stage II of lactogenesis.

**Table 7:** Functional annotation clustering of genes downregulated in stage I and then upregulated in stage II of lactogenesis.

Category	Terms	N	Percent(%)	P-Value
**Cluster 1**	**Enrichment Score: 12.80**			
GOTERM_CC_FAT	GO:0005576∼extracellular region	36	41.38	2.88E-17
UP_SEQ_FEATURE	signal peptide	37	42.53	6.67E-15
SP_PIR_KEYWORDS	signal	37	42.53	1.07E-14
SP_PIR_KEYWORDS	Secreted	29	33.33	9.55E-14
SP_PIR_KEYWORDS	disulfide bond	32	36.78	9.52E-13
UP_SEQ_FEATURE	glycosylation site:N-linked (GlcNAc…)	34	39.08	3.16E-12
SP_PIR_KEYWORDS	glycoprotein	35	40.23	6.54E-12
UP_SEQ_FEATURE	disulfide bond	29	33.33	9.64E-11
**Cluster 2**	**Enrichment Score: 5.50**			
GOTERM_CC_FAT	GO:0044421 extracellular region part	20	22.99	8.79E-10
GOTERM_CC_FAT	GO:0031012 extracellular matrix	11	12.64	1.96E-06
SP_PIR_KEYWORDS	extracellular matrix	7	8.05	1.36E-04
GOTERM_CC_FAT	GO:0005578 proteinaceous extracellular matrix	8	9.20	4.14E-04
**Cluster 3**	**Enrichment Score: 5.46**			
INTERPRO	IPR014716:Fibrinogen, alpha/beta/gamma chain, C-terminal globular, subdomain 1	6	6.90	2.87E-07
INTERPRO	IPR002181:Fibrinogen, alpha/beta/gamma chain, C-terminal globular	6	6.90	7.05E-07
SMART	SM00186:FBG	6	6.90	3.55E-06
UP_SEQ_FEATURE	domain:Fibrinogen C-terminal	4	4.60	2.02E-04
**Cluster 4**	**Enrichment Score: 3.68**			
GOTERM_BP_FAT	GO:0002526 acute inflammatory response	7	8.05	5.29E-07
GOTERM_BP_FAT	GO:0006954 inflammatory response	8	9.20	8.54E-06
GOTERM_BP_FAT	GO:0002541 activation of plasma proteins involved in acute inflammatory response	5	5.75	8.59E-06
GOTERM_BP_FAT	GO:0006956 complement activation	5	5.75	8.59E-06
GOTERM_BP_FAT	GO:0006957 complement activation, alternative pathway	4	4.60	1.21E-05
SP_PIR_KEYWORDS	complement alternate pathway	4	4.60	2.82E-05
GOTERM_BP_FAT	GO:0006959 humoral immune response	5	5.75	3.19E-05
GOTERM_BP_FAT	GO:0009611 response to wounding	9	10.34	3.22E-05
GOTERM_BP_FAT	GO:0045087 innate immune response	6	6.90	7.05E-05
GOTERM_BP_FAT	GO:0051605 protein maturation by peptide bond cleavage	5	5.75	1.48E-04
GOTERM_BP_FAT	GO:0050778 positive regulation of immune response	6	6.90	2.14E-04
GOTERM_BP_FAT	GO:0002253 activation of immune response	5	5.75	3.40E-04
SP_PIR_KEYWORDS	innate immunity	5	5.75	3.93E-04
GOTERM_BP_FAT	GO:0016485 protein processing	5	5.75	5.02E-04
KEGG_PATHWAY	bta04610:Complement and coagulation cascades	5	5.75	5.36E-04
GOTERM_BP_FAT	GO:0051604 protein maturation	5	5.75	6.23E-04
GOTERM_BP_FAT	GO:0006952 defense response	8	9.20	0.00
GOTERM_BP_FAT	GO:0048584 positive regulation of response to stimulus	6	6.90	0.00
GOTERM_BP_FAT	GO:0002252 immune effector process	5	5.75	0.00
GOTERM_BP_FAT	GO:0002684 positive regulation of immune system process	6	6.90	0.00
SP_PIR_KEYWORDS	immune response	5	5.75	0.00
GOTERM_BP_FAT	GO:0006955 immune response	7	8.05	0.02
GOTERM_BP_FAT	GO:0006508 proteolysis	9	10.34	0.07
**Cluster 5**	**Enrichment Score: 2.84**			
KEGG_PATHWAY	bta04512:ECM-receptor interaction	7	8.05	2.30E-06
INTERPRO	IPR013032:EGF-like region, conserved site	9	10.34	7.39E-06
INTERPRO	IPR006210:EGF-like	7	8.05	1.20E-04
SMART	SM00181:EGF	7	8.05	6.99E-04
INTERPRO	IPR013111:EGF, extracellular	4	4.60	0.00
GOTERM_BP_FAT	GO:0007155 cell adhesion	9	10.34	0.00
GOTERM_BP_FAT	GO:0022610 biological adhesion	9	10.34	0.00
KEGG_PATHWAY	bta04510:Focal adhesion	6	6.90	0.00
SP_PIR_KEYWORDS	cell adhesion	6	6.90	0.00
GOTERM_BP_FAT	GO:0007160 cell-matrix adhesion	3	3.45	0.03
GOTERM_BP_FAT	GO:0031589 cell-substrate adhesion	3	3.45	0.03
INTERPRO	IPR002035:von Willebrand factor, type A	3	3.45	0.04
SMART	SM00327:VWA	3	3.45	0.08

**Table 8:** Functional annotation clustering of genes upregulated during stage I and then downregulated during stage II of lactogenesis.

Category	Term	N	Percent(%)	P-Value
**Cluster 1**	**Enrichment Score: 2.48**			
GOTERM_BP_FAT	GO:0007049 cell cycle	11	10.68	7.85E-06
GOTERM_BP_FAT	GO:0022402 cell cycle process	9	8.74	2.51E-05
GOTERM_BP_FAT	GO:0022403 cell cycle phase	8	7.77	3.66E-05
GOTERM_BP_FAT	GO:0000279 M phase	7	6.80	9.29E-05
GOTERM_BP_FAT	GO:0000278 mitotic cell cycle	7	6.80	1.03E-04
GOTERM_BP_FAT	GO:0000280 nuclear division	6	5.83	1.77E-04
GOTERM_BP_FAT	GO:0007067 mitosis	6	5.83	1.77E-04
SP_PIR_KEYWORDS	cell division	7	6.80	2.23E-04
GOTERM_BP_FAT	GO:0000087 M phase of mitotic cell cycle	6	5.83	2.24E-04
GOTERM_BP_FAT	GO:0048285 organelle fission	6	5.83	2.37E-04
GOTERM_BP_FAT	GO:0051301 cell division	6	5.83	0.00
GOTERM_CC_FAT	GO:0000775 chromosome, centromeric region	5	4.85	0.00
SP_PIR_KEYWORDS	cell cycle	7	6.80	0.00
SP_PIR_KEYWORDS	mitosis	5	4.85	0.00
GOTERM_CC_FAT	GO:0005694 chromosome	8	7.77	0.00
GOTERM_CC_FAT	GO:0044427 chromosomal part	7	6.80	0.01
GOTERM_CC_FAT	GO:0005819 spindle	4	3.88	0.01
GOTERM_CC_FAT	GO:0015630 microtubule cytoskeleton	6	5.83	0.03
GOTERM_BP_FAT	GO:0007017 microtubule-based process	4	3.88	0.06
GOTERM_CC_FAT	GO:0000793 condensed chromosome	3	2.91	0.06
SP_PIR_KEYWORDS	cytoskeleton	5	4.85	0.10
GOTERM_CC_FAT	GO:0043228 non-membrane-bounded organelle	13	12.62	0.18
GOTERM_CC_FAT	GO:0043232 intracellular non-membrane-bounded organelle	13	12.62	0.18
GOTERM_CC_FAT	GO:0005874 microtubule	3	2.91	0.19
GOTERM_CC_FAT	GO:0044430 cytoskeletal part	6	5.83	0.21
GOTERM_CC_FAT	GO:0005856 cytoskeleton	7	6.80	0.30
SP_PIR_KEYWORDS	cytoplasm	10	9.71	0.69
**Cluster 2**	**Enrichment Score: 2.34**			
GOTERM_MF_FAT	GO:0048037∼cofactor binding	9	8.74	3.42E-05
GOTERM_MF_FAT	GO:0050662∼coenzyme binding	5	4.85	0.01
GOTERM_BP_FAT	GO:0055114∼oxidation reduction	6	5.83	0.261
**Cluster 3**	**Enrichment Score: 1.71**			
GOTERM_MF_FAT	GO:0030554∼adenyl nucleotide binding	20	19.42	4.08E-05
GOTERM_MF_FAT	GO:0001883∼purine nucleoside binding	20	19.42	4.63E-05
GOTERM_MF_FAT	GO:0001882∼nucleoside binding	20	19.42	5.00E-05
GOTERM_MF_FAT	GO:0032559∼adenyl ribonucleotide binding	17	16.50	7.63E-04
GOTERM_MF_FAT	GO:0017076∼purine nucleotide binding	20	19.42	8.58E-04
GOTERM_MF_FAT	GO:0005524∼ATP binding	16	15.53	0.00
SP_PIR_KEYWORDS	atp-binding	13	12.62	0.00
GOTERM_MF_FAT	GO:0000166∼nucleotide binding	21	20.39	0.00
GOTERM_MF_FAT	GO:0032553∼ribonucleotide binding	17	16.50	0.01
GOTERM_MF_FAT	GO:0032555∼purine ribonucleotide binding	17	16.50	0.01
INTERPRO	IPR017441:Protein kinase, ATP binding site	6	5.83	0.03
INTERPRO	IPR000719:Protein kinase, core	6	5.83	0.06
SP_PIR_KEYWORDS	nucleotide-binding	12	11.65	0.06
GOTERM_MF_FAT	GO:0004674∼protein serine/threonine kinase activity	5	4.85	0.11
GOTERM_MF_FAT	GO:0004672∼protein kinase activity	6	5.83	0.15
SP_PIR_KEYWORDS	serine/threonine-protein kinase	4	3.88	0.15
GOTERM_BP_FAT	GO:0006468∼protein amino acid phosphorylation	6	5.83	0.18
INTERPRO	IPR008271:Serine/threonine protein kinase, active site	4	3.88	0.19
SMART	SM00220:S_TKc	3	2.91	0.22
INTERPRO	IPR017442:Serine/threonine protein kinase-related	4	3.88	0.24
GOTERM_BP_FAT	GO:0016310∼phosphorylation	6	5.83	0.27
INTERPRO	IPR002290:Serine/threonine protein kinase	3	2.91	0.29
SP_PIR_KEYWORDS	kinase	4	3.88	0.42
GOTERM_BP_FAT	GO:0006793∼phosphorus metabolic process	6	5.83	0.44
GOTERM_BP_FAT	GO:0006796∼phosphate metabolic process	6	5.83	0.44
**Cluster 4**	**Enrichment Score: 1.37**			
GOTERM_BP_FAT	GO:0006259∼DNA metabolic process	7	6.80	0.01
GOTERM_BP_FAT	GO:0006281∼DNA repair	4	3.88	0.06
GOTERM_BP_FAT	GO:0033554∼cellular response to stress	5	4.85	0.07
GOTERM_BP_FAT	GO:0006974∼response to DNA damage stimulus	4	3.88	0.10
**Cluster 5**	**Enrichment Score: 1.28**			
GOTERM_BP_FAT	GO:0008203∼cholesterol metabolic process	3	2.91	0.03
GOTERM_BP_FAT	GO:0016125∼sterol metabolic process	3	2.91	0.04
GOTERM_BP_FAT	GO:0008202∼steroid metabolic process	3	2.91	0.11

### Quantitative real-time PCR (qRT-PCR) confirmation

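The DGE side of the comparison was computed for the 13 genes chosen for qRT-PCR, whose own values were not used here. In stage I, 8 of them were called upregulated, 4 downregulated and SST, without a tag at −35 d and −7 d, not at all; in stage II, 10 were upregulated and 3 downregulated. CIDEA rose from 5 to 24 and 186 tags, with log2 ratios of 2.34 (95% confidence interval 0.92 to 4.09) and 2.89 (2.27 to 3.57). GP2 had ratios of 2.16 (1.09 to 3.39) and 3.66 (3.18 to 4.17). ELL3 rose by 1.51 and fell by 2.03 on the log2 scale, and LOC525947 rose by 2.04 and fell by 1.96. BGN fell by 1.26 in stage I and rose by 1.02 in stage II. SST reached 97 tags at +3 d. PNMT had 100, 46 and 0 tags; its stage I ratio of −1.04 was not called after TMM scaling, and in stage II it was called downregulated.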

The results of qRT-PCR were shown in Figure 6, the expression patterns of 13 genes showed a general agreement with the results of the DGE experiments, suggesting that DGE was an efficient and accurate strategy for the detection of differentially expressed genes.

**Figure 6:**
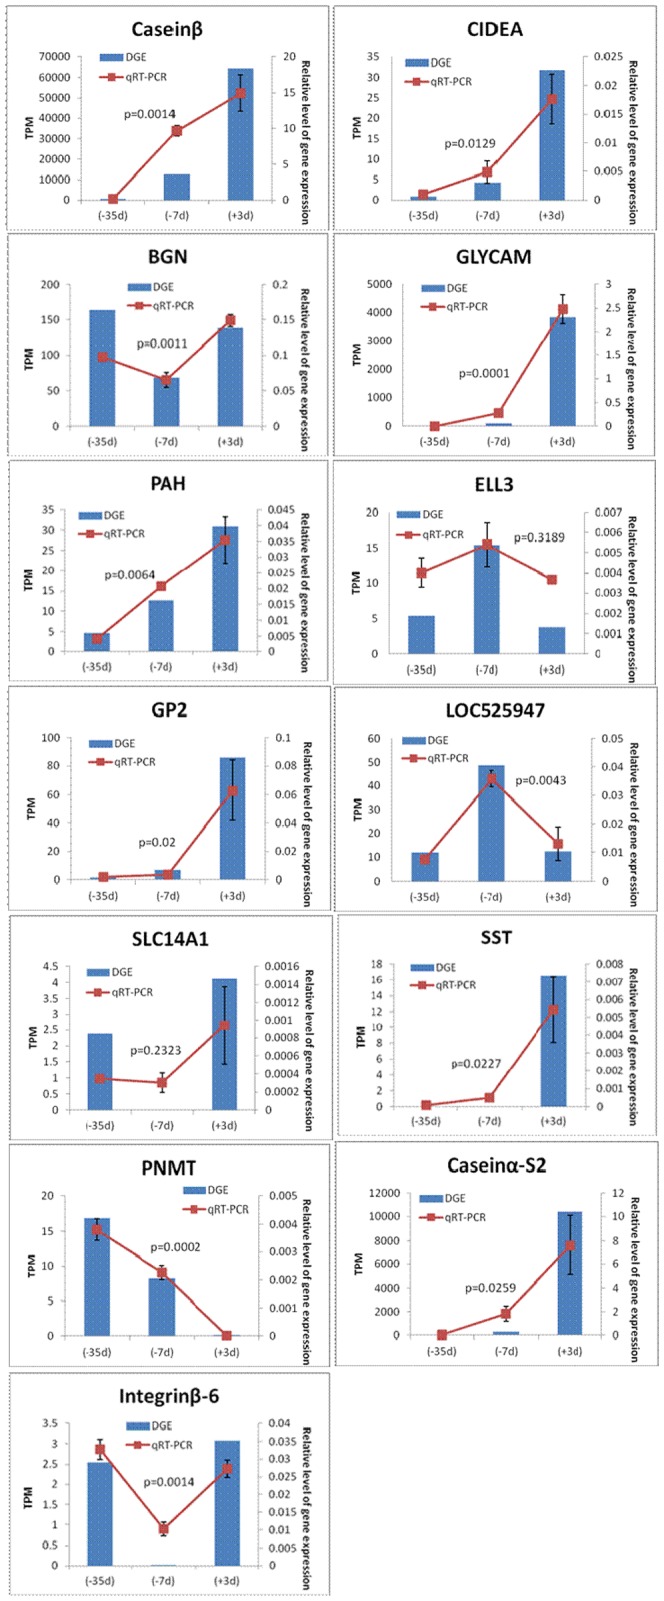
Comparison of the results of 13 genes obtained using DGE and qRT-PCR methodology.

## Discussion

The major goal of this study was to explore genome-wide gene expression profiles during the onset of lactation and to provide information for understanding the underlying molecular mechanisms. Three libraries were constructed from mammary tissues at three different stages (−35 d, −7 d and +3 d relative to parturition). Saturation analysis of the sequences indicated that the three libraries had reached saturation and were therefore complete assessments of all transcripts present in the libraries. The three libraries contained 192,928, 170,427 and 168,233 distinct clean tags, respectively. However, a reference database includes 35,945 transcripts. Theoretically, a tag should be generated by NlaIII digestion from the 3′-most end of a transcript. However, many transcripts contain more than one CATG site, so tags from other NlaIII sites were also generated in our libraries. Because only one tag can be generated per transcript from a given NlaIII site in a cDNA, these extra NlaIII tags represent genes redundantly present in the expression profile. Thus, the number of unique tags generated was greater than that of the annotated bovine genome.

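In the authors' deposited summary, the unambiguous distinct tags numbered 6.71 per detected gene at −35 d, 5.70 at −7 d and 5.68 at +3 d. Sequencing errors of abundant tags can also add distinct tags. Of the distinct tags of the 3 libraries, 4.51% lay 1 base from a tag at least 50 times as abundant with at least 100 copies, compared with 0.0700% around shuffled tags.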

To validate the DGE method, the levels of 13 genes were analyzed using qRT-PCR. Although the differences in the expression of some genes did not match the magnitude of those detected using the DGE method, the trends of upregulation and downregulation were similar. Compared with microarray and qRT-PCR methods, the sequencing method has been documented to be more sensitive for the estimation of gene expression, especially for low-abundance transcripts [17].

### Changes in mammary epithelial cells and the extracellular matrix at the onset of lactation

During the transition from pregnancy to lactation in the dairy cow, the mammary gland undergoes dramatic functional and metabolic changes, including the morphogenesis of mammary ducts during early pregnancy and differentiation of the mammary alveolus during late pregnancy [27], [28]. This study had found that many genes associated with the cell cycle were upregulated in stage I and downregulated in stage II, including cell division cycle associated 3 (CDCA3), Protein FAM83D (FAM83D), coiled-coil domain containing 99 (CCDC99), and others. These results suggested that cell proliferation occurred in late pregnancy and almost ceased after parturition, which was consistent with the early study [13]. 

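CDCA3 had 44, 98 and 11 tags at −35 d, −7 d and +3 d, with log2 ratios of 1.24 (95% confidence interval 0.71 to 1.78, adjusted p = 6.9e-06) in stage I and −3.22 (−4.27 to −2.32, adjusted p = 1.5e-18) in stage II, all p from the exact Audic-Claverie test with Benjamini-Hochberg adjustment. FAM83D had 22, 53 and 6 tags, with ratios of 1.35 (0.61 to 2.14, adjusted p = 0.00057) and −3.21 (−4.72 to −1.99, adjusted p = 2.8e-10). CCDC99 had 18, 64 and 14 tags, with ratios of 1.91 (1.14 to 2.75, adjusted p = 4.6e-07) and −2.26 (−3.21 to −1.41, adjusted p = 1.2e-08). With an assumed coefficient of variation of 0.2, only the stage II falls of CDCA3 and FAM83D were called.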

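Compared with −35 d, the 44 cell cycle and mitosis genes had a median log2 ratio of −1.80 at +3 d (−1.83 with the 6 genes that had at most 3 tags set to 3 tags), below all 10000 matched random lists. At +3 d, 25 of them were called downregulated relative to −35 d, 26 adjusted over the list alone and 10 after TMM scaling. The 26 DNA replication genes had a median of 0.21 in stage I (percentile 99.6 among random lists), with 14 genes above 0 and none called; the mean of the list was 0.07. From the rise of cell cycle genes in stage I and their fall in stage II, the paper proposes that cells proliferated in late pregnancy and almost stopped doing so after parturition.

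**Figure D2:**
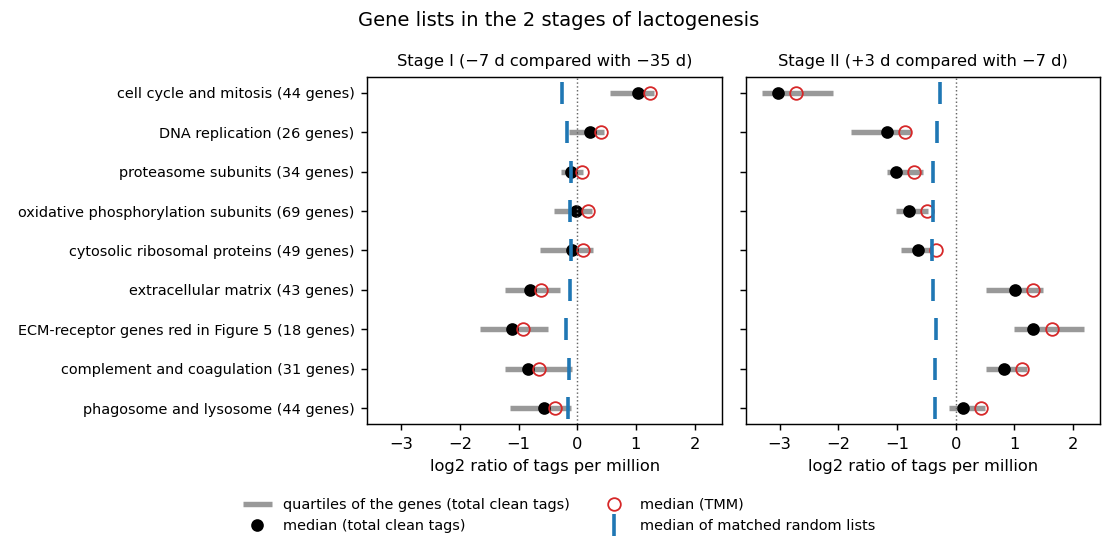
Log2 ratios of 9 fixed gene lists in stage I (left) and stage II (right) of lactogenesis: black dots are the list medians with total clean tags as the scale, grey bars the quartiles of the genes, red circles the medians after TMM scaling and blue ticks the medians of matched random lists. Cell cycle genes had medians of 1.04 and −3.02, and extracellular matrix genes −0.80 and 1.02.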

Genes encoding extracellular matrix proteins were downregulated in stage I and upregulated in stage II. In addition, the ECM-Receptor interaction pathway was significantly enriched, and the differentially expressed genes in this pathway were downregulated and then later upregulated. These results demonstrated that, in stage I, the communication between cells and the extracellular matrix became weak with the proliferating of mammary epithelial cells and decreasing of the extracellular matrix, which recovered in stage II. 

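The 43 extracellular matrix genes of the fixed list had a median log2 ratio of −0.80 at −7 d compared with −35 d (quartiles −1.23 and −0.29), below all 10000 random lists (median −0.13). Of these genes, 38 had a ratio below 0 and 12 were called downregulated (14 adjusted over the list alone), 3 of them with an assumed coefficient of variation of 0.2. In stage II, the median was 1.02, above all random lists (median −0.38), 42 genes had a ratio above 0, 21 were called upregulated and none downregulated. With the coefficient of variation of 0.2, 6 of the rises were called. The median at +3 d compared with −35 d was 0.25, with 7 genes upregulated and 1 downregulated. After TMM scaling, the medians were −0.61 in stage I with 8 genes downregulated, 1.33 in stage II with 29 upregulated, and 0.75 at +3 d compared with −35 d with 14 upregulated and none downregulated.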

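At +3 d compared with −35 d, the 18 genes of the list read from Figure 5 had a median log2 ratio of 0.37 (0.86 after TMM scaling). Of the list, 13 genes were above 0, 2 were called upregulated and none downregulated. The list is wider than the paper's set of called genes in the ECM-receptor pathway. Of the 18 genes, 13 are also in the extracellular matrix list, so the 2 lists are not separate evidence. With an assumed coefficient of variation of 0.2, 2 of the stage I falls and 3 of the stage II rises in this list were called.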

A study in mice found that the communication between mammary epithelial cells and their environment became weak during the lactation period [11].

### Changes in genes associated with the immune response

At −7 d compared with −35 d, genes associated with the immune response accounted for 14.5% of differentially expressed genes, and genes associated with the defense response accounted for 8.20% of differentially expressed genes. Most of these genes were downregulated; for example, Chemokine (C-C motif) ligand 28 (CCL28) was completed turned off at −7 d. 

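GO terms were not counted here; the other immune lists fixed beforehand are short. The 6 neutrophil marker genes had a median log2 ratio of −0.82 at −7 d compared with −35 d (percentile 3.96 among the matched random lists), with 1 gene called in each direction. The 5 B cell and plasma cell marker genes had a median of −0.54 (percentile 24.9), and none was called. In stage II, their medians were −0.13 (percentile 67.9) and 0.10 (percentile 78.8), and after TMM scaling the neutrophil median was 0.18.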

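CCL28 had 17 tags at −35 d, none at −7 d and 9 at +3 d. It was called downregulated at −7 d compared with −35 d (adjusted p = 7.3e-05, exact Audic-Claverie test with Benjamini-Hochberg adjustment). This difference was also called after TMM scaling, but not with an assumed coefficient of variation of 0.2. At +3 d compared with −35 d, the log2 ratio was −0.90 (95% confidence interval −2.25 to 0.35) and not called.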

CCL28 is selectively expressed in certain mucosal tissues such as the exocrine glands, trachea, and colon and has a potent antimicrobial activity against *Candida albicans*, Gram-negative bacteria, and Gram-positive bacteria [29], [30]. Udder infections and mastitis are major problems for the dairy industry throughout the world, and the yearly costs are substantial. The risk of udder infection is the highest during the drying-off period and around the time of parturition [31], [32]. Adequate immune function is essential for the defense against udder infections. These genes associated with the immune response might be important for the immune function of the mammary gland and thus could be candidate genes for improving immune function.

### Expression profiles and regulation of milk protein genes

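GLYCAM1 rose from 24 tags at −35 d to 527 at −7 d and 22447 at +3 d. Its log2 ratio was 4.54 (95% confidence interval 3.95 to 5.19; adjusted p = 9.7e-129, exact Audic-Claverie test with Benjamini-Hochberg adjustment) in stage I and 5.35 (5.22 to 5.48) in stage II. PAEP, which encodes beta-lactoglobulin, rose from 4478 to 77283 tags in stage I, a ratio of 4.19 (4.15 to 4.23), and to 334373 tags in stage II, a ratio of 2.05 (2.04 to 2.06).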

In this study, many milk protein genes were upregulated in stage I of lactogenesis. It has been shown previously in mouse [33], rat [34], and rabbit [35] that the expression of milk protein genes starts in early to mid-pregnancy, increases throughout pregnancy and reaches a plateau in late pregnancy and early lactation. However, Finucane et al [12] found that milk protein genes did not show significant changes in expression from late pregnancy to early lactation but that protein expression of glucose transporter GLUT1 did increase. The regulation of protein synthesis, particularly translation, in all mammalian tissues appears to be under control of the mTOR pathway [9]. Recently, studies in rodents and ruminants found that the mTOR pathway was very important for milk protein synthesis [36]–[40]. However, our results indicated that AKT (−1.10*) and PI3K (−1.20*) were downregulated significantly at −7 d compared with −35 d, which were upstream regulators of mTOR. In addition, some amino acid transporters were also downregulated during stage I, e.g. SLC43A2 (−1.85*), SLC3A2 (−1.58*) and SLC14A1 (−1.04*). 

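AKT1 had 130 tags at −35 d and 57 at −7 d, a log2 ratio of −1.11 (95% confidence interval −1.58 to −0.65; adjusted p = 3.9e-06, exact Audic-Claverie test with Benjamini-Hochberg adjustment), and it was −0.91 and not called after TMM scaling. PIK3R1, which encodes a regulatory subunit of PI3K, had 115 and 47 tags, a ratio of −1.21 (−1.73 to −0.71; adjusted p = 3.2e-06, same exact test), and it was called after TMM scaling as well, at −1.01. PIK3IP1 fell from 402 to 190 tags (confidence interval of the ratio −1.26 to −0.75; adjusted p = 7.8e-15, same exact test), and was not called after TMM scaling. Other members of these families did not fall as far: AKT2 had a ratio of 0.27 (−0.06 to 0.60) and PIK3R2 of −0.31 (−0.60 to −0.03), and neither was called. PIK3CA had 7, 0 and 0 tags and PIK3CG 2, 10 and 3, and neither was called. With an assumed coefficient of variation of 0.2, none of these genes was called.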

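SLC43A2 had 80, 21 and 57 tags at −35 d, −7 d and +3 d; its stage I log2 ratio was −1.85 (95% confidence interval −2.62 to −1.14; adjusted p = 8.5e-08), and in stage II it rose by 1.38. SLC3A2 had 433, 137 and 183 tags, with a stage I ratio of −1.58 (−1.87 to −1.30; adjusted p = 8.7e-32). SLC14A1, which encodes a urea transporter, had 14, 0 and 24 tags: it was called downregulated in stage I (adjusted p = 0.00045) and upregulated in stage II (adjusted p = 6.1e-07). These p-values are from the exact Audic-Claverie test with Benjamini-Hochberg adjustment. After TMM scaling, the stage I falls of SLC43A2 and SLC3A2 were still called and that of SLC14A1 was not.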

In the mouse oocyte, mRNAs can be stored and then activated at the proper time [41]. Further study is required to investigate whether mRNA storage occurs in the bovine mammary gland.

The main regulator of milk protein expression in non-ruminant mammary glands appears to be the Jak-Stat5 signaling pathway [42]. In addition to protein synthesis, STAT5 is important for mammary gland development [43]. In bovines, STAT5 responds to prolactin and other lactogenic growth factors, and its activity increases during lactation [44], [45]. However, when compared with the rodent mammary gland, the role of bovine STAT5 in controlling milk protein expression through the Jak-Stat5 signaling pathway appears to be considerably weaker [46]. Our data appear to support a minor role of Jak-Stat5 signaling in milk protein synthesis, implied by the lack of any changes in the expression of PRLR and STAT5B during lactation. However, STAT5B activity is mostly regulated by its phosphorylation status, and this appears to be already regulated at the onset of lactation. Further study is required to investigate whether STAT5 phosphorylation increases at the onset of lactation.

### Lipid metabolism and its regulation at the onset of lactation

It has been speculated that there are two modes of regulation to control fatty acid synthesis in the mammary gland of the lactating mouse: the well-known SREBF1 system and a novel mechanism that acts at the posttranscriptional level in SCAP deletion mice fed a high-fat diet, leading to alterations to enzyme protein [47]. 

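The transcription factor SREBF1 had 343 tags at −35 d and 824 at −7 d, a 2.54-fold rise with a log2 ratio of 1.34 (95% confidence interval 1.16 to 1.53; adjusted p = 1.8e-50, exact Audic-Claverie test with Benjamini-Hochberg adjustment). INSIG1 had 238 and 531 tags, a 2.36-fold rise with a ratio of 1.24 (1.02 to 1.47; adjusted p = 8e-29, same exact test). In stage II, their ratios were −0.68 (−0.84 to −0.52) and −0.55 (−0.74 to −0.35), and neither was called. Neither stage I rise was called with an assumed coefficient of variation of 0.2.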

In this study, sterol regulatory element binding transcription factor 1 (SREBF1) and cofactor insulin induced gene 1 (INSIG1) increased 2.5-fold and 2.4-fold at −7 d compared with −35 d, respectively. It is possible that SREBF1 and cofactor INSIG1 regulate fat synthesis at the onset of lactation [48]. It has been postulated that, with the activation of secretion, SREBP-1 and its congener SREBP-2, the activators of cholesterol biosynthesis, are shuttled from the endoplasmic reticulum to the Golgi apparatus. Once in the Golgi, they are activated by proteolytic cleavage of a cytoplasmic fragment, a bHLH transcription factor that travels to the nucleus, directly activating the genes required for the synthesis of fatty acids and cholesterol [49]. This mechanism of action has been well studied in liver [50] and adipose tissues [51], and the promoters of the activated genes include SREs (sterol response elements) as well as binding sites for NF-Y, USF, SP1, and SP3 [52]–[54].

It is well known that the onset of lactation includes two different stages. And in stage I of lactogenesis, the mammary epithelial cells proliferate and differentiate, the extracellular matrix diminishes, and the communication between the two becomes weak. As milk protein genes and lipogenesis genes are upregulated, genes associated with the immune response are downregulated. In stage II of lactogenesis, the mammary gland restores the communication between mammary epithelial cells and the extracellular matrix. The main result of this process is the synthesis of milk using nutrients from the blood.

## Supporting Information

File S1 **The details of differentially expressed genes at −7 d compared with −35 d.**
(XLS) Click here for additional data file.

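For the 812 genes of File S1, the log2 ratios computed here differed from the paper's by at most 0.0109. For 136 of the genes, the paper's P-value differed from the one computed here by over 10%. Of these genes, 135 were upregulated and 1 was downregulated.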

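For the 1189 genes called at +3 d compared with −7 d, the log2 ratios computed here differed from the paper's by at most 0.0114. The paper's P-value differed by over 10% for 159 of the genes, all of them upregulated.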

File S2 **The details of differentially expressed genes at +3 d compared with −7 d.**
(XLS) Click here for additional data file.

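The log2 ratios of the 1672 genes called at +3 d compared with −35 d differed from the paper's by at most 0.0105. For 126 of them, all upregulated, the P-value in the paper's file differed by over 10%.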

File S3 **The details of differentially expressed genes at +3 d compared with −35 d.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

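Mammary tissue of 18 Holstein cows, 6 at each of day −35, day −7 and day 3 relative to parturition, was pooled by time point, and 1 DGE library was made and sequenced per pool. The authors filtered the raw tags for adaptor sequences, unknown bases, wrong length and tags with 1 copy, and matched the clean tags of 21 bases to a library of CATG sites with the 17 bases that follow them in the transcripts of the bovine genome UMD 3.1, with at most 1 mismatch. The deposited counts are of 2 kinds: the copies of each distinct clean tag, and the number of unambiguous clean tags that the authors summed on each gene, with tags of several genes left out. The deposited TPM values of genes were made by the authors from the tags of the gene and the total of clean tags of the library, without any other scaling. A summary deposited by the authors gives numbers and percentages of tags and genes by mapping class. The steps of filtering and matching were not repeated, because they are already part of the counts.

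The gene tables of the 3 libraries were joined by accession, which gave 9154 genes, and a gene not listed for a library was given 0 tags. The authors' summary counts unambiguous tags on 8871, 8591 and 8582 genes at −35 d, −7 d and +3 d, with 2648693, 2577999 and 3383740 copies, while the tables list 8662, 8363 and 8359 genes with 2397173, 2314092 and 3097468 tags. A gene not listed may therefore have had tags, which limits every count of genes turned on or off, and the cause of the gap was not tested. Gene symbols came from the authors' descriptions and, for 7905 accessions, were also matched to the annotation of the assembly ARS-UCD2.0, which was used for names only. A symbol was shared by several accessions for 93 symbols (190 genes). Deposited TPM values and counts divided by the clean tags differed by at most 0.0050 TPM.

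Libraries were compared in pairs: −35 d with −7 d for stage I, −7 d with +3 d for stage II, and −35 d with +3 d. The Audic-Claverie p was 2 times the smaller tail of the distribution of the second count given the first, adjusted by the Benjamini-Hochberg method, with the thresholds of the paper. There are no replicates, so no spread among cows or pools was estimated. Alternatives were edgeR's TMM scaling, DESeq2's size factors, library totals without the genes that held over 1% of the clean tags of any library, tails that include the observed count, Fisher's exact test, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, a 3-fold threshold, a minimum mean of 5 TPM, and 0.5 tags added to each count. For differences over 5-fold, a log2 ratio over 5 and values under 1 TPM taken as 1 TPM were added after seeing the data. Confidence intervals of log2 ratios came from exact binomial intervals, those of shares from the Wilson method. Fold differences of genes with at most 3 tags in a library of the pair are not given, except for SLC14A1 beside the paper's values.

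The named genes are every gene that the paper names in its results or discussion and that the tables hold (84 of 92 symbols), the 3 called genes with the highest and the 3 with the lowest log2 ratio of each comparison (0.5 tags added), and the 5 genes with the most tags in each library. Genes named as members of a list or a pattern fall outside this rule and were named after their values were seen.

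Gene lists were the proteasome, oxidative phosphorylation, cytosolic ribosomal proteins, DNA replication, cell cycle and mitosis, extracellular matrix, phagosome and lysosome, and complement and coagulation. A further list held ECM-receptor genes read from the red nodes of the paper's Figure 5 and is wider than the paper's set. Marker lists covered macrophages, T cells, B cells and plasma cells, neutrophils, adipocytes, endothelium, smooth muscle and myoepithelium, luminal epithelium and erythrocytes. The median of each list was placed among 10000 random lists matched on mean TPM in 10 bins, without a p-value. Alternatives were a minimum mean of 5 TPM, the mean of the list, 20 bins and TMM scaling. Counts of calls within each list were also adjusted over the list alone, a step added late in the work. Genes turned on or off and genes called in both stages were set beside 100 simulations of unchanged genes. Saturation was measured in 10 random subsamples per depth. On data simulated with Poisson noise alone and 200 changed genes, the Audic-Claverie test called 189 of them (94.5%) and none of the unchanged genes. The exact test of edgeR with a coefficient of variation of 0.2 called 77 (38.5%). The simulated changes were larger than the 2-fold threshold and only in genes of at least 5 TPM. These shares therefore do not hold for smaller changes or rarer genes. Where unchanged genes were simulated with an assumed coefficient of variation of 0.2, the Audic-Claverie test called a mean of 148 of them in stage I (range 116 to 179 over 100 simulations) and 146 in stage II (121 to 176).

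GO and pathway enrichment, antisense tags and the qRT-PCR values were not analysed here, and results for some genes are not reported here. Tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.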

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

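None of the tests in this part was chosen after the result was seen. The genes below are not discussed in the paper, were named by the rule on ranks, and had more tags in a library than the 3 that a count of 0 allows by Poisson counting. Each difference compares pooled libraries, so a change in all 6 cows and a high value in 1 of them are not separated. Adjusted p-values are from the exact Audic-Claverie test with Benjamini-Hochberg adjustment.

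Among abundant genes, SPP1 had 33341 tags at −35 d, 1864 at −7 d and 3065 at +3 d, with log2 ratios of −4.08 (95% confidence interval −4.15 to −4.01) in stage I and −3.43 at +3 d compared with −35 d. CLU had 28057, 10391 and 17532 tags and a stage I ratio of −1.35 (−1.39 to −1.32). PAEP reached 334373 tags and HSTN 5781 tags at +3 d; HSTN had 6 tags at −35 d and ratios of 5.07 and 4.86 in the 2 stages. RNASE2 had 15, 616 and 182 tags, with ratios of 5.44 in stage I and −1.82 in stage II. All of these calls were kept after TMM scaling, which argues against the scale of the libraries as their cause. With an assumed coefficient of variation of 0.2, the stage I fall of CLU and the stage II fall of RNASE2 were not called. As a biological explanation the design gives the time point, and milk protein genes rose in the same libraries.

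Other genes had tags in some libraries and few or none in the others. LPO had 0, 2 and 440 tags and was called upregulated in stage II (adjusted p = 1.4e-122). RSPO1 had 29, 130 and 0 tags and was called downregulated in stage II (adjusted p = 1.3e-39). TTK, with 15, 43 and 0 tags, was also downregulated (adjusted p = 4.5e-13), and SLC34A2, with 2, 0 and 38 tags, upregulated in stage II (adjusted p = 7.5e-11). TMEM126A had 0, 29 and 2 tags and was upregulated in stage I (adjusted p = 8.7e-09). SLC25A48 (32, 0 and 5 tags), RUNDC3B (28, 0 and 7) and ATP6V1C1 (26, 0 and 5) were downregulated in stage I (adjusted p = 6.4e-09, 7.9e-08 and 2.8e-07). MMP9 had 31, 5 and 0 tags and was downregulated at +3 d compared with −35 d (adjusted p = 3.5e-09). The depth of the libraries differs too little to make these zeros, since counts thinned to the smallest library left the numbers of genes turned on and off as they were to within 2 genes. All of the calls in this paragraph were kept after TMM scaling and with an assumed coefficient of variation of 0.2. The removal of tags with 1 copy by the authors can also leave a gene at 0 tags, and its part in these zeros was not tested.

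A difference in GC bias between the libraries was tested across tags with at least 20 copies: the Spearman rho between GC content and the log2 ratio was −0.121 in stage I, 0.205 in stage II and 0.0503 at +3 d compared with −35 d (49389, 43415 and 48123 tags; tags are not independent replicates). The absolute rho was 0.121 in stage I and 0.205 in stage II. The part of GC content in the differences of either stage cannot be told apart from other causes.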

How the results depend on the processing

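The alternatives in this part were set beforehand, totals without the genes over 1% among them, except the log2 ratio over 5 and values under 1 TPM taken as 1 TPM, which were chosen only after the result was seen. No paired analysis was possible because each time point has 1 pooled library and the cows differ between time points.

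Scaling moved the split of the calls. With TMM, 378, 516 and 560 genes were upregulated in stage I, in stage II and at +3 d compared with −35 d, and 350, 430 and 444 downregulated; 1004 were called in the last comparison and 5 were lower in both stages. With DESeq2's size factors, the numbers were 378, 524 and 572, then 348, 413 and 420, with 992 called in the last comparison and 5 lower in both. With the genes over 1% left out of the totals, 517 were higher and 430 lower in stage II, and 412 higher and 627 lower, together 1039, at +3 d compared with −35 d. This follows from the construction of the alternatives, since each raises all ratios of a comparison by the same amount.

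An assumed spread between pools moved the counts most. At an assumed coefficient of variation of 0.2, 54 (27 higher, 27 lower), 160 (65 and 95) and 156 (54 and 102) genes were called, 19 in both stages: 4 lower then higher, 8 higher then lower, 7 higher in both and 0 lower in both. With 0.4, 3 (2 and 1), 8 (6 and 2) and 14 (13 and 1) were called and 0 in both stages, 0 in every pattern. A 3-fold threshold left 317 (97 and 220), 440 (128 and 312) and 659 (125 and 534), and 87 in both stages: 31, 43, 12 and 1 in the same order of patterns. Fisher's exact test, inclusive tails, the minimum mean of 5 TPM and 0.5 added tags kept all 14 counts within 1.5 times.

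With at least 5 tags in the library with tags, 55, 92 and 71 genes were turned on and 174, 102 and 204 turned off, 698 summed over the comparisons; with at least 10 tags, 6, 17 and 15 on and 44, 28 and 54 off, 164 summed. The stricter minimum removes genes by construction. Thinning to the smallest library moved each count by at most 2. Shares of genes found at 2000000 tags were 90.7%, 90.7% and 89.9% with at least 2 tags and 88.4%, 88.4% and 86.2% with at least 5. Distinct tags with over a 5-fold difference were 3.04%, 2.05% and 4.03% among tags found in both libraries and 9.19%, 6.97% and 12.4% among tags with at least 10 copies. With values under 1 TPM taken as 1 TPM they were 0.502%, 0.420% and 0.765%; a log2 ratio over 5 was reached by 0.0388%, 0.0724% and 0.145% of all tags and by 0.0220%, 0.0485% and 0.0946% of those found in both libraries.

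TMM scaling reversed the medians of 7 lists: proteasome (0.0756), oxidative phosphorylation (0.18), ribosomal proteins (0.10) and adipocyte markers (0.12) in stage I, neutrophil markers in stage II (0.18), and phagosome and lysosome (0.0872) and macrophage markers (0.42) at +3 d compared with −35 d. The other 47 values kept their direction. A minimum mean of 5 TPM reversed macrophage markers at +3 d compared with −35 d (0.0168), and T cell (−0.0500), neutrophil (0.29) and luminal (−0.0637) markers in stage II, and placed smooth muscle markers in stage I (−0.46) outside the random lists; erythrocyte markers had no gene left. The list mean reversed complement at +3 d compared with −35 d (−0.0775), B cell markers in stage II (−0.24) and adipocyte markers in stage I (0.0202). It placed neutrophil markers in stage II (−1.19) and at +3 d compared with −35 d (−1.91) and luminal markers in stage II (0.26) outside the random lists, and DNA replication in stage I (0.0704) inside. With 20 bins, luminal markers in stage II (0.0605) fell outside. The cause was not tested.

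For single genes, TMM reversed ratios near 0, and the reversed ratios are listed here without added tags. In stage II these were AKT1 (0.24), AKT2 (0.16), FTH1 (0.29) and GPAM (0.23). At +3 d compared with −35 d they were BGN (0.25), CCDC99 (0.15), FASN (0.48), FTH1 (0.0473), IL8 (0.25) and SLC43A2 (0.026). Without the genes over 1%, those reversed were AKT1 (0.25), AKT2 (0.16), FTH1 (0.29) and GPAM (0.23) in stage II, and BGN (0.12), CCDC99 (0.019), FASN (0.35) and IL8 (0.12) at +3 d compared with −35 d. Beyond these, TMM made 16 ratios of named genes weaker and 6 stronger, leaving out those genes made 12 weaker and 5 stronger, a coefficient of variation of 0.2 made 58 weaker, and 0.5 added tags made 1 weaker. Depth limits genes with few tags, since no gene with fewer than 12 tags in a pair was called.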

Differences from the paper's values

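The log2 ratio over 5 and values under 1 TPM taken as 1 TPM were chosen only after the result was seen; the other alternatives in this part were not.

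The paper's text gives 11 genes upregulated in both stages; the number here was 19, and 11 genes were downregulated in both. The paper's own Files S1 and S2 also give 19 genes upregulated in both stages and 11 downregulated in both. Of the alternatives set before the data were examined, only the 3-fold threshold came within 1.5 times of the paper's number, with 12 genes; TMM and DESeq2's size factors gave 25, totals without the genes over 1% gave 22, inclusive tails and Fisher's exact test 18, the minimum mean of 5 TPM and 0.5 added tags 19, and an assumed coefficient of variation of 0.2 and 0.4 gave 7 and 0.

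For differentially expressed genes with over a 5-fold difference, the paper gives 0.45% in stage I, 0.41% in stage II and 0.65% at +3 d compared with −35 d, against 16.0%, 17.1% and 14.4% here. None of the alternatives set before the data were examined closed the gap; the lowest shares were 6.92%, 10.9% and 7.35%, with a minimum mean of 5 TPM. A log2 ratio over 5 in place of a 5-fold difference, chosen after seeing the values and counted only for genes with tags in both libraries, gave 0.492%, 0.673% and 0.778%, within 1.5 times of the paper's values in stage I and at +3 d compared with −35 d but not in stage II; with 0.01 TPM in place of 0 it gave 3.57%, 3.53% and 3.89%. The paper gives 11 such genes at +3 d compared with −35 d, against 240 here; of the alternatives set beforehand, only the assumed coefficient of variation of 0.4 came within 1.5 times, with 14 genes. The log2 ratio over 5, chosen after seeing the values, gave 13 genes with tags in both libraries and 65 with 0.01 TPM in place of 0. Over distinct tags the shares are about 0.45% in Fig. 4, about 0.41% in Fig. 4 and about 0.65% in Fig. 4, read by eye, against 6.13%, 4.93% and 7.18% here. Counting only tags found in both libraries (3.04%, 2.05% and 4.03%) or only tags with at least 10 copies (9.19%, 6.97% and 12.4%) did not close the gap. Values under 1 TPM taken as 1 TPM, chosen after seeing the values, gave 0.502%, 0.420% and 0.765%, all within 1.5 times of the figure. A log2 ratio over 5, also chosen after seeing the values, gave 0.0388%, 0.0724% and 0.145% of all tags and 0.0220%, 0.0485% and 0.0946% of those found in both libraries.

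Table 1 of the paper gives 192928, 170427 and 168233 as total clean tags at −35 d, −7 d and +3 d, against 5914422, 5593237 and 5845821 here. It gives 476719, 429231 and 430516 as distinct clean tags, against 192928, 170427 and 168233 here; the authors' deposited summary has the paper's numbers as distinct raw tags. No alternative was set for these totals.

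For SLC14A1 in stage I, the paper's text gives a log2 ratio of −1.04. The gene had 14 and 0 tags here, so its ratio was not measured; −2.14, with 3 tags in place of 0, is a limit from Poisson counting alone and not an estimate. The paper's File S1 lists −7.89 for SLC14A1, which is also the value here with 0.01 TPM in place of 0. No alternative was computed with 3 tags in place of 0. PNMT had a ratio of −1.04 in the same comparison.

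WIF1 was called here at −7 d compared with −35 d and is not in the paper's list, which makes 813 genes against the paper's 812. The paper's text gives 231 genes called in both stages, 111 of them upregulated and then downregulated, against 234 and 112 here; Files S1 and S2 together give 233 and 111.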

Other observations

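Totals without the genes over 1% of a library were set beforehand as an alternative, but their use to test the milk protein genes' share was chosen only after the result was seen, as were the 60% and 50% that its interval was set against and the test of the P-values of File S1.

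More called genes were downregulated than upregulated in each comparison. The share of tags taken by milk protein genes was tested as a technical explanation. The test set first used TMM scaling, whose centring fixes the share near 50%, so it decides nothing. With the genes over 1% left out of the totals, 64.4% of called genes (95% Wilson confidence interval 60.9% to 67.7%) were lower in stage I, which argues against this share as the whole cause. In stage II the share was 45.4% (42.3% to 48.6%), which is consistent with the milk protein genes as the cause. At +3 d compared with −35 d it was 60.3% (57.3% to 63.3%), an interval that spans the 60% first used but lies above 50%, so lower genes still outnumbered higher genes, which argues against this share as the whole cause there too. In stage I and in this comparison it stays open as a part of the cause.

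Errors in 1 base of abundant tags were tested as a source of the many distinct tags. The share of distinct tags near an abundant tag was 4.51%, above the 0.0700% around shuffled tags but far under the 50% that this explanation needs as the main source, which argues against it. The libraries had 4.96%, 4.25% and 4.25%. The levelling off of distinct tags was tested against the removal of tags with 1 copy: at 50% of the depth a mean of 64.5% of the distinct tags remained with the removal repeated and 89.5% without it, which is consistent with the filter as the cause of part of the apparent levelling off.

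Of the genes called in both stages, 204 went in opposite directions. Unchanged genes sharing the −7 d library gave a mean of 21.5 opposite calls (range 10 to 39) at a coefficient of variation of 0.2, more than 10% of the observed number and far fewer than all of it. Error of the −7 d library cannot be told apart from other causes for part of these genes, because the spread between pools is not known. Across genes, which are not independent replicates, the Spearman rho between the stage I and stage II ratios was −0.39 and that of unchanged genes under Poisson noise −0.48.

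Immune and stromal lists were lower at −7 d than at −35 d. A lower share of all cell types other than luminal epithelium was tested with 7 marker lists. After TMM scaling their medians ran from −0.63 to 0.12, a range of 0.750, so the lists did not fall alike. The luminal markers fell to −0.73. Marker levels can also change within cells and some lists have few genes, so the test cannot decide whether cell shares changed. The stage I medians with total clean tags were −0.07 for adipocyte, −0.34 for endothelial, −0.38 for smooth muscle and myoepithelial and −0.92 for luminal markers; in stage II they were 0.51, 0.51, 1.41 and 0.06, and at +3 d compared with −35 d 0.68, 0.17, 0.85 and −0.74. The erythrocyte list had 1 gene, with ratios of 0.08, 0.97 and 1.05.

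In stage I, proteasome subunits had a median of −0.11, oxidative phosphorylation −0.01 and ribosomal proteins −0.09; these became 0.08, 0.18 and 0.10 after TMM scaling. Ribosomal proteins had −0.64 in stage II, phagosome and lysosome genes 0.12 and complement and coagulation genes 0.82. At +3 d compared with −35 d, macrophage markers had −0.07 (0.42 after TMM scaling), T cell markers −0.86, B cell and plasma cell markers −0.62 and neutrophil markers −0.90.

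P-values of genes in File S1 were above the closed form of the test for some genes. Genes with the same count at −35 d shared the same added amount, with a median spread of 0.000158% of its mean, as for 4 genes with 3 tags and a mean difference of 7.97e-05. This is consistent with an amount that depends only on the count at −35 d. No biological explanation was tested.

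STAT5A had 39, 40 and 17 tags at −35 d, −7 d and +3 d; its log2 ratio was 0.12 in stage I and −1.30 (95% confidence interval −2.21 to −0.45; adjusted p = 0.0040, exact Audic-Claverie test with Benjamini-Hochberg adjustment) in stage II, and neither was called.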
